# Elevated AKR1C3 expression promotes prostate cancer cell survival and prostate cell-mediated endothelial cell tube formation: implications for prostate cancer progressioan

**DOI:** 10.1186/1471-2407-10-672

**Published:** 2010-12-06

**Authors:** Mikhail G Dozmorov, Joseph T Azzarello, Jonathan D Wren, Kar-Ming Fung, Qing Yang, Jeffrey S Davis, Robert E Hurst, Daniel J Culkin, Trevor M Penning, Hsueh-Kung Lin

## Abstract

**Background:**

Aldo-keto reductase (AKR) 1C family member 3 (AKR1C3), one of four identified human AKR1C enzymes, catalyzes steroid, prostaglandin, and xenobiotic metabolism. In the prostate, AKR1C3 is up-regulated in localized and advanced prostate adenocarcinoma, and is associated with prostate cancer (PCa) aggressiveness. Here we propose a novel pathological function of AKR1C3 in tumor angiogenesis and its potential role in promoting PCa progression.

**Methods:**

To recapitulate elevated AKR1C3 expression in cancerous prostate, the human PCa PC-3 cell line was stably transfected with an AKR1C3 expression construct to establish PC3-AKR1C3 transfectants. Microarray and bioinformatics analysis were performed to identify AKR1C3-mediated pathways of activation and their potential biological consequences in PC-3 cells. Western blot analysis, reverse transcription-polymerase chain reaction (RT-PCR), enzyme-linked immunosorbent assay (ELISA), and an *in vitro *Matrigel angiogenesis assays were applied to validate the pro-angiogenic activity of PC3-AKR1C3 transfectants identified by bioinformatics analysis.

**Results:**

Microarray and bioinformatics analysis suggested that overexpression of AKR1C3 in PC-3 cells modulates estrogen and androgen metabolism, activates insulin-like growth factor (IGF)-1 and Akt signaling pathways, as well as promotes tumor angiogenesis and aggressiveness. Levels of IGF-1 receptor (IGF-1R) and Akt activation as well as vascular endothelial growth factor (VEGF) expression and secretion were significantly elevated in PC3-AKR1C3 transfectants in comparison to PC3-mock transfectants. PC3-AKR1C3 transfectants also promoted endothelial cell (EC) tube formation on Matrigel as compared to the AKR1C3-negative parental PC-3 cells and PC3-mock transfectants. Pre-treatment of PC3-AKR1C3 transfectants with a selective IGF-1R kinase inhibitor (AG1024) or a non-selective phosphoinositide 3-kinases (PI3K) inhibitor (LY294002) abolished ability of the cells to promote EC tube formation.

**Conclusions:**

Bioinformatics analysis followed by functional genomics demonstrated that AKR1C3 overexpression promotes angiogenesis and aggressiveness of PC-3 cells. These results also suggest that AKR1C3-mediated tumor angiogenesis is regulated by estrogen and androgen metabolism with subsequent IGF-1R and Akt activation followed by VEGF expression in PCa cells.

## Background

The aldo-keto reductase (AKR) enzymes comprise a functionally diverse gene family [1]. Members of the AKR superfamily are generally monomeric (37 kD) cytosolic NAD(P)(H)-dependent oxidoreductases that convert carbonyl groups to primary or secondary alcohols, and share a common (α/β)_8_-barrel structural motif (visit: http://www.med.upenn.edu/akr) [2]. In humans, four AKR1C isoforms have been identified; they are known as AKR1C1 [20α(3α)-hydroxysteroid dehydrogenase (HSD)] [3], AKR1C2 (type 3 3α-HSD) [4,5], AKR1C3 (type 2 3α/type 5 17β-HSD) [6,7], and AKR1C4 (type 1 3α-HSD) [5]. Natural substrates for these enzymes include steroids [8,9], prostaglandins [10], and lipid aldehydes [11].

Originally cloned from human prostate [7] and placental cDNA libraries [12], AKR1C3 shares greater than 86% sequence identity with the other three highly related human AKR1Cs [13]. AKR1C3 catalyzes both androgen and estrogen metabolism. The relatively high 17β-HSD activity of this enzyme reduces Δ^4^-androstene-3,17-dione (Δ^4^-dione; a weak androgen) to yield testosterone (a potent androgen) [14], and reduces estrone (a weak estrogen) to yield 17β-estradiol (a potent estrogen) [13]. Using its 3α-HSD activity, AKR1C3 reduces 5α-dihydrotesterone (5α-DHT, a potent androgen) to 5α-androstane-3α,17β-diol (3α-diol, a weak androgen) [7]. As a result, AKR1C3 may be capable of modulating the amounts of potent androgen (testosterone and 5α-DHT) and estrogen (17β-estradiol) available for the androgen receptor (AR) and estrogen receptor (ER), respectively.

Deregulated AKR1C3 expression has been associated with multiple human cancers. Suppressed AKR1C3 expression has been demonstrated in breast cancer [15] and endometrial cancer [16], whereas elevated expression of this enzyme has been reported in squamous cell carcinoma of the head and neck [17]. In the prostate, low or undetectable levels of AKR1C3 are observed in normal prostate epithelium [18], whereas levels of AKR1C3 expression are significantly elevated in localized [19,20], advanced [21], and recurrent [22] prostate cancer (PCa).

Based on the observations that expression of AKR1C3 is elevated in both localized and metastatic PCa, the enzyme might modulate significant pathological activities in cancer development or progression. Studies so far have been focused on the potential androgenic effects mediated by AKR1C3 in the prostate; and elevated AKR1C3 expression in the prostate is thought to be responsible for testosterone and 5α-DHT accumulation and AR *trans*-activation in cancerous prostate [14,20,21]. In this report, an androgen insensitive, AR-negative human PCa PC-3 cell line was stably transfected with AKR1C3 cDNA to establish PC3-AKR1C3 transfectants and to recapitulate elevated expression of this enzyme in PCa. Microarray, bioinformatics, and literature analyses were used to explore possible pathological consequences of elevated AKR1C3 expression in PCa cells. In addition to elevated cell growth in PC3-AKR1C3 transfectants [23], AKR1C3 overexpression promoted angiogenic capability of PC-3 cells as evidenced by elevated levels of vascular endothelial growth factor (VEGF) expression and PC-3 cell-mediated endothelial cell (EC) tube formation on Matrigel. These results suggest that, AKR1C3-mediated steroid hormones or prostaglandin metabolism may promote aggressiveness of PCa through enhanced tumor angiogenesis.

## Methods

### Reagents and chemicals

PC-3 cells (CRL-1435) derived from a human bone metastatic tumor and LNCaP-FGC (LNCaP) cells (CRL-1740) were obtained from ATCC (Manassas, VA). An SV40 large T-antigen transformed human microvascular EC line, HMEC-1 [24], was generously provided by Dr. Michael Ihnat at the University of Oklahoma Health Sciences Center. RPMI 1640 medium, F-12 nutrient mix, MCDB 131 medium, penicillin-streptomycin, fetal bovine serum (FBS), pcDNA3 vector, Trizol, and Lipofectamine 2000 were purchased from Invitrogen (Carlsbad, CA). AG1042 and LY294002 were purchased from EMD Chemicals (Gibbstown, NJ). Matrigel basement membrane matrix was purchased from BD Biosciences (Bedford, MA). Mouse anti-AKR1C3 monoclonal antibody was produced in our laboratories [25]. Rabbit anti-insulin-like growth factor (IGF)-1 receptor (IGF-1R) β, rabbit anti-phospho-IGF-1R β (Tyr 1131), rabbit anti-Akt, and rabbit anti-phospho-Akt (Ser 473) polyclonal antibodies, as well as horseradish peroxidase (HRP)-linked goat anti-rabbit IgG were obtained from Cell Signaling Technology (Danvers, MA). Mouse anti-human β-actin antibody was obtained from Sigma-Aldrich (St. Louis, MO). HRP-conjugated goat anti-mouse IgG was obtained from KPL (Gaithersburg, MD). Bicinchoninic acid (BCA) protein assay kit and enhanced chemiluminescent (ECL) substrate reagent were obtained from Pierce (Rockford, IL). VEGF enzyme-linked immunosorbent assay (ELISA) kit was purchased from Ray Biotech (Norcross, GA).

### Prostate cell culture and transfection

PC-3 cells were cultured in complete growth medium consisting of F-12 nutrient mixture, 7% FBS, and 100 units/ml penicillin-100 µg/ml streptomycin. LNCaP cells were cultured in complete growth medium consisting of RPMI-1640, 10% FBS, and penicillin-streptomycin. HMEC-1 were maintained in MCDB 131 medium supplemented with 10% FBS and penicillin-streptomycin. All cells were maintained in a humidified cell incubator at 37°C and 5% CO_2_. AKR1C3 expression construct (pcDNA3-AKR1C3) was established as previously described [23]. Transfection of PC-3 cells with either pcDNA3 empty vector or pcDNA3-AKR1C3 construct was achieved using Lipofectamine 2000. Stable transfectants were established in the presence of 600 μg/ml G418 selection. PC-3 stable transfectants were designated as PC3-mock or PC3-AKR1C3 for cells transfected with pcDNA3 or pcDNA3-AKR1C3 plasmid, respectively. Multiple independent clones were isolated and expanded in the complete growth medium containing G418. PC3-AKR1C3 clones were confirmed with elevated AKR1C3 mRNA and protein expression as compared to parental PC-3 cells and PC3-mock transfectants. LNCaP-mock and LNCaP-AKR1C3 stable transfectants were also similarly established.

### RNA extraction and quality evaluation

Total RNA was isolated from 2 independent PC3-mock clones and 3 independent PC3-AKR1C3 clones for a comprehensive gene expression analysis using oligonucleotide arrays. Briefly, following PC-3 transfectants (5 × 10^5^) seeding and adherence, total RNA was isolated from these clones using Trizol followed by RNeasy^® ^Mini total RNA isolation kit (Qiagen, Valencia, CA) purification. Concentration of the isolated total RNA was determined with a Nanodrop scanning spectrophotometer; and quality of the total RNA was assessed using the ratio of 28:18 s rRNA by Agilent 2100 Bioanalyzer capillary gel electrophoresis system (Agilent Technologies, Santa Clara, CA).

### RNA labeling, microarray hybridization, and scanning

A total of 250 ng total RNA from each clone was labeled using the Illumina Total Prep RNA Amplification kit (Ambion, Austin,. TX). Briefly, cDNA was reverse transcribed from the total RNA after priming with T7-oligo(dT); and cRNA was synthesized from the T7 promoter in the presence of biotinylated UTP. Biotinylated cRNA was hybridized to Illumina HumanWG 6 v2 BeadChips containing a total of 48,702 probes (Illumina Inc., San Diego, CA). Hybridization was detected by incubating the microarray chips with streptavidin-Cy3 (Amersham Biosciences, Piscataway, NJ) and scanned on an Illumina BeadArray Reader.

### Data normalization and identification of AKR1C3 regulated genes

Raw expression values were first normalized based on a normal distribution of genes with low expression levels as previously described [26,27]. Briefly, normalization was performed for each array by first plotting a frequency histogram of the raw expression data for all genes. The histograms showed a right-skewed unimodal distribution curve with the mode around zero. A normal distribution curve representing random variability of the genes with low expression values was then fitted around the mode, mirroring Gaussian profile of the left part of the histogram. Two parameters [mean and standard deviation (SD)] were defined. The expression values then were normalized to the SD of the normal distribution after subtraction of the mean and then log_10_-transformed. The arrays were than adjusted to each other by robust linear regression [28,29]. Genes with expression values less than 3.0 (or 0.477 in log_10 _scale) were considered to be not expressed; this is equivalent of setting a threshold at 3 SD above noise level. Raw and normalized gene expression data are available on Gene Expression Omnibus (GEO accession GSE20956).

To identify genes that are differentially expressed between PC3-mock and PC3-AKR1C3 transfectants, an associative analysis was performed as described by Dozmorov *et al*. [30]. Briefly, in combined microarray datasets from both PC3-mock and PC3-AKR1C3 transfectants, a reference group of genes expressed above background with low variability of expression as compared with variability of all others was identified by a F-test. The variability in expression of these genes was assumed to represent the technical variability of the assay. Associative *t*-test (the standard *t*-test applied to the comparison of expression variability) was used to test the null hypothesis if a given gene under a given condition is associated with the reference group. Those with statistically significant variability over the reference set were assumed to represent variability due to the biological variables being manipulated.

An additional analysis was performed to minimize threshold choice effects in different statistical approaches in microarray data analysis [31]. Class comparison between PC3-mock and PC3-AKR1C3 transfectants was performed using the BRB ArrayTools. To use the BRB Array Tools, raw expression values were log_2 _transformed; and quantile normalization was applied. Differentially expressed genes between the two classes, PC3-mock and PC3-AKR1C3 transfectants, were identified by random-variance *t*-test. The random-variance *t*-test, implemented in the BRB ArrayTools, is an improvement of the standard *t*-test since it permits sharing information among genes with within-class variation, without assuming that all genes have the same variance [32]. A stringent significance threshold was applied to limit the number of false positive findings; genes were considered statistically significant if their *P*-values were less than 0.001. Lists of differentially expressed genes from associative *t*-test and class comparison analysis were compared; and genes identified by both analyses were selected for further analysis unless otherwise stated.

### Functional analysis and identification of canonical pathways

For pathway analysis of the microarray data, gene lists were analyzed by Ingenuity Pathway Analysis (IPA; Ingenuity^® ^Systems, Redwood City, CA, http://www.ingenuity.com), a web-based bioinformatics tool. Each gene list was tested against the full Illumina HumanWG 6 v2 dataset to identify significantly overrepresented functions and canonical pathways as compared to the same number of randomly selected genes. The most significant functions and canonical pathways with *P *< 0.05 were selected; and genes overrepresented in the functions and pathways were identified. The branches of pathways containing genes that are not expressed on microarrays were not considered functional.

### Analysis of 5'-flanking regions of the differentially expressed genes

To explore transcriptional regulatory mechanisms of the genes regulated in PC3-AKR1C3 versus PC3-mock transfectants, the promoter analysis and interaction network toolset (PAINT) http://www.dbi.tju.edu/dbi/tools/paint/) [33] was used to identify overrepresented *cis*-acting elements, or transcription factor binding sites, within the identified genes against the same transcription regulatory elements (TREs) selected randomly from the whole set of genes on the microarray. Statistical significance for testing the presence of TREs was set at *P *< 0.05; and additional filtering was performed by using a false discovery rate (FDR) as described in the text.

### Data validation by literature analysis

Literature-based matching of genes to concepts provides an advantage over gene ontology (GO) enrichment analysis in that first, GO annotation lags literature publications, and second, more importantly it provides a much broader matching of genes to concepts, such as diseases, phenotypes, chemical compounds, and other genes frequently associated with the gene set being analyzed. To perform literature analysis, lists of differentially expressed genes between PC3-mock and PC3-AKR1C3 transfectants were analyzed by a comprehensive, computational search of published MEDLINE abstracts *via *a software package called IRIDESCENT [34-36]. There were 7 and 39 up- and down-regulated genes in PC3-AKR1C3 transfectants, respectively, not mentioned in the literature and were automatically discarded, since, by definition, they could not share any literature-based commonalities with other genes. This left 56 up-regulated and 108 down-regulated genes available for analysis. IRIDESCENT uses a thesaurus of names and their synonyms obtained from public databases such as OMIM, Entrez Gene, GO, CHEMID, and Disease Ontology to recognize these "objects" and their common spelling variants (e.g., "IL2" and "IL-2") within text. All available MEDLINE records (approximately 18 million at the time of this writing) were processed to identify "objects" co-occurring within the same abstracts, and within the same sentences within those abstracts. The number of co-occurrences was tallied, with a weighting based on a previous study [35] of 0.5 for objects co-mentioned in the same abstract and 0.8 for objects co-mentioned in the same sentence, providing a network of terms connected by their relative strength of association. Once commonalities had been identified in the literature for a gene set, each was compared to an identically connected set within a random network model to calculate a ratio of how many connections were observed in the actual dataset versus how many connections would be expected by chance (Obs/Exp ratio), providing a measure of statistical enrichment for each term. The significance of enrichment was calculated using a Monte Carlo simulation and the associations reported were ≥ 3 SDs from the mean (*P *≤ 0.01).

### Western blot analysis

Western blot analysis was performed to confirm IGF-1R and Akt activation in PC3-AKR1C3 transfectants identified by bioinformatics analysis. Briefly, following cell (1 × 10^6^) seeding and adherence, PC3-mock and PC3-AKR1C3 transfectants were lysed with RIPA buffer supplemented with 5 mM EDTA, 0.1 mM phenylmethylsulphonylfluoride (PMSF), Complete Mini-Protease Inhibitor Cocktail, and PhosSTOP Phosphatase Inhibitor Cocktail (Roche Applied Science, Indianapolis, IN). Total cellular proteins were collected following centrifugation to remove cellular components and quantified using the BCA protein assay kit. Aliquots (30 µg) of the cellular proteins were separated on 10% Tris-HCl gels; and separated proteins were transferred onto PVDF membranes (Bio-Rad; Hercules, CA). The membranes were incubated with rabbit anti-human phospho-IGF-1R β (Tyr 1131) antibody (1:250), rabbit anti-human IGF-1R β antibody (1:1,000), rabbit anti-human phospho-Akt (Ser 473) antibody (1:250), or rabbit anti-human Akt antibody (1:1,500) followed by HRP-conjugated goat anti-rabbit IgG (1:2,000) incubation. Immunoreactive proteins were detected using the ECL reagent. The membranes were then stripped and incubated with a mouse anti-human β-actin monoclonal antibody (1:5,000) followed by HRP-conjugated goat anti-mouse IgG (1:10,000) incubation and ECL development.

### Quantification of VEGF expression

VEGF appears to be one of the most important factors released by tumor cells as a signal for angiogenesis. VEGF expression was first compared between PC3-AKR1C3 and PC3-mock transfectants. Levels of VEGF mRNA expression were determined in these transfectants using semi-quantitative reverse transcription-polymerase chain reaction (RT-PCR) method. Total RNA isolation, first-strand cDNA synthesis, PCR amplification using pre-designed VEGF isoform-specific primer pairs and pre-determined cycling conditions followed our reported procedures [37]. PCR amplified products were separated on 1% agarose gels and stained with ethidium bromide. Images of ethidium bromide-stained gels were acquired with Gel Doc 1000 (Bio-Rad) equipped with Quantity One^® ^imaging software (Bio-Rad). The involvement of IGF-1R and phosphoinositide 3-kinases (PI3K) in VEGF mRNA expression in PC3-AKR1C3 transfectants was studied by adding 20 µM AG1024 (IGF-1R selective tyrosine kinase inhibitor) and 10 µM LY294002 (non-selective PI3K inhibitor), respectively, to the cell cultures at 2 hours prior to total RNA isolation. The selected concentrations of AG1024 and LY294002 did not interfere with cell viability as determined by XTT assay (data not shown).

Total VEGF secretion by PC3-mock and PC3-AKR1C3 C1 transfectants was quantified in conditioned media using a RayBio^® ^human VEGF ELISA kit following the manufacture's recommendations. Briefly, 1 × 10^6 ^cells were seeded onto 60 mm cell culture plates in 2 ml completed medium in duplicate. At 24 hours following cell seeding, the conditioned media were removed and centrifuged at 300 × *g *to clear cellular components. Aliquots (100 μl) of the conditioned media were transferred to each well of the 96-well assay plate. Known quantities of VEGF A_165 _were added in separate wells, run in parallel, and used to construct a standard curve. The plate was read at 450 nm on a μQuant microplate reader (Bio-Tek Instrument, Winooski, VT). Results were normalized to total protein present in the media, as determined by the BCA assay, and reported as pg of total secreted VEGF/μg total protein.

### EC tube formation assay

An image-based, PCa cell-mediated EC tube formation on Matrigel assay was used as an *in vitro *model to assess enhanced angiogenic capability of PC3-AKR1C3 transfectants predicted by bioinformatics. Briefly, PC3-mock and PC3-AKR1C3 transfectants (8 × 10^4^) were re-suspended in 0.25 ml liquid Matrigel and plated into each well of 24-well tissue culture plates in duplicate. Following overnight incubation, 8 × 10^4 ^HMEC-1 in 0.25 ml of the MCDB 131 complete medium were introduced on top of the solidified PC-3 transfectant-Matrigel suspension. The co-cultures on Matrigel were monitored and photographed at 6, 12, 24, 48, and 72 hours following HMEC-1 cell addition using an Olympus IX51 inverted microscope equipped with SPOT Insight CCD digital camera and SPOT Advance software (Diagnostic Instruments, Sterling Heights, MI). Three images were randomly taken from each well. Images in JPEG format were uploaded into Image Pro-Plus 6 (Media Cybernetics, Bethesda, MD), converted to green on the RGB color channel to eliminate the red color of Matrigel, and flattened. The number of tubes was counted using the dendrite/tube template in the Image Pro-Plus software; and non-tube forming cells suspended on Matrigel were mathematically excluded from counting [37]. The co-culture HMEC-1 tube formation model was also applied to 2 clones of each from LNCaP-mock and LNCaP-AKR1C3 transfectants.

To determine the roles of IGF-1R and PI3K in prostate cell-mediated EC tube formation, parental PC-3 cells as well as PC3-mock and PC3-AKR1C3 transfectants were first incubated with 20 µM AG1024 or 10 µM LY294002 at 37°C for 2 hours. Cells were then harvested, washed with phosphate-buffered saline (PBS), and suspended in Matrigel followed by HMEC-1 addition, image acquisition, and EC tube quantification using the above described procedures.

### Statistical analysis

Statistical differences between PC3-mock and PC3-AKR1C3 stable transfectants were analyzed using student *t*-test. Statistically significant difference was set when *P *< 0.05.

## Results

### Identification of genes that are regulated by elevated AKR1C3 expression in PC3-AKR1C3 transfectants

Gene expression profiles were compared between PC3-mock and PC3-AKR1C3 transfectants using microarray and bioinformatics techniques to predict possible alterations of gene expression in AKR1C3-positive PCa. 

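RNA from stable transfectants of PC-3 cells, a human prostate cancer line, was labeled from 250 ng per clone and hybridized to Illumina HumanWG-6 v2 BeadChips. The data are 2 arrays of independent PC3-mock clones and 3 arrays of independent PC3-AKR1C3 clones. Each array is 1 clone, so the number of arrays limits the precision of every value, and the labels of the arrays do not say which clone of the later assays each one holds. The values used are the deposited non-normalized probe intensities, with medians of 43.2 and 37.3 on the PC3-mock arrays and of 44.9, 47.2 and 37.6 on the PC3-AKR1C3 arrays. A table normalized by the authors was used only as an alternative. It holds intensities with the noise mean subtracted and divided by the noise SD, on the log10 scale, with the arrays adjusted to each other by robust linear regression. The noise of each array was fitted here as a Gaussian on the low intensities, with means from 33.8 to 44.5 and SDs from 2.55 to 3.72.

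Of 48687 probes with a value on every array, 15756 were more than 3 SD above the noise on at least 2 arrays and were tested. Of these, 13155 carry a gene symbol, for 11402 genes. Intensities were put on the log2 scale and quantile-normalized between arrays, as the methods state for the class comparison. PC3-AKR1C3 arrays were compared with PC3-mock arrays in limma, which shares the spread among probes, with Benjamini-Hochberg adjustment over the tested probes and an adjusted p under 0.05 as the threshold. Group values are mean normalized intensities ± SD with n = 2 PC3-mock and n = 3 PC3-AKR1C3 clones, and log2 fold changes are PC3-AKR1C3 minus PC3-mock. Gene lists were tested with camera at a preset correlation of 0.01 between genes. The study's own gene lists were read when the lists tested here were written, so the members it had picked from these arrays are counted beside each list. The probe identifiers of Additional files 1 and 2 match 0 of the identifiers used here, so their genes were matched by name and each is represented by its brightest probe.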

When a threshold was set at 3 SDs above noise level, approximately 12,000 genes were expressed above the level in all arrays. 

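At this level, 12827 of 48687 probes were expressed on all 5 arrays, with the noise fitted per array. On single arrays, 13849 and 16863 probes passed it in the PC3-mock clones and 14944, 14557 and 14974 in the PC3-AKR1C3 clones. A group mean more than 20 SD above the noise was found for 8797 probes. Among markers of PC-3 cells, ALDH1A3, a retinaldehyde dehydrogenase, was at 7942 ± 609.6 in PC3-mock and 7279.6 ± 346 in PC3-AKR1C3. The hyaluronan receptor CD44 was at 4347 ± 361 and 3490.3 ± 479. Of 6 PC-3 markers tested, 2 had positive and 4 negative log2 fold changes, and 0 passed limma's test over all probes or adjusted over the list alone (camera adjusted p = 0.86; 1554 of all tested probes had an unadjusted p under 0.05). AKR1C1 and AKR1C2 were not expressed above the noise level.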

The BRB ArrayTools class comparison identified 70 genes being up-regulated and 153 genes being down-regulated in PC3-AKR1C3 versus PC3-mock transfectants. 

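HS3ST3A1, which encodes a heparan sulfate sulfotransferase, had the largest change of all tested probes. It fell 7.32-fold, from 405 ± 59.9 in PC3-mock to 55.9 ± 11.2 in PC3-AKR1C3 (log2 fold change -2.87, standard error 0.16, adjusted p = 1.7e-04). In PC3-AKR1C3 it was expressed on 2 of 3 arrays and close to the noise, so the size of its fall depends on the treatment of low values, with log2 fold changes from -4.67 to -1.69 over the settings. DDIT4, a stress-induced inhibitor of mTOR signaling, fell 2.32-fold from 904 ± 52.7 to 389 ± 22.3 (adjusted p = 0.0013). CALB2, which encodes the calcium-binding protein calretinin, rose 2.06-fold from 96.8 ± 8.42 to 199.7 ± 14.5 (adjusted p = 0.0074). The transfected gene AKR1C3 was at 91.2 ± 0.465 in PC3-mock and 116 ± 11.4 in PC3-AKR1C3 (log2 fold change 0.34, standard error 0.10, adjusted p = 0.32), and the annotation used gives no place of its probe in the transcript. Its paralog AKR1C4 was close to the noise, expressed on 1 of 2 PC3-mock and 3 of 3 PC3-AKR1C3 arrays (adjusted p = 0.70).

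At an adjusted p under 0.05 from limma, 13 probes were higher and 16 lower in PC3-AKR1C3. The groups did not overlap at any of these 29 probes, nor at 2198 higher and 1812 lower of all tested probes, where chance alone would put 10% of probes apart in a given direction, 1 of the 10 splits of the arrays. At the class comparison's unadjusted p under 0.001, 30 probes were higher and 83 lower by limma. The random-variance t-test without a filter on dim probes, chosen after seeing the values, gave 71 and 153. The risen genes included the zinc finger gene ZSCAN18 (log2 fold change 0.79), the actin regulator WASF3 (0.66), PGM5 (0.81 and 0.80 at 2 probes), the transporter FLVCR2 (0.59), the cobalamin-binding protein TCN1 (0.66) and TMEM125 (0.68). Another tested PGM5 probe was at 0.30, with overlapping groups (adjusted p = 0.46). The calls changed when 1 array was left out. Without PC3-AKR1C3 replicate 1, 2 or 3, 8, 9 and 4 probes passed. Such a fit also has fewer arrays, so a lost call does not by itself show dependence on 1 clone. Leaving out a PC3-mock array leaves 1 array in that group, which is then assumed to vary like the others. On all arrays, the random-variance t-test that the methods name for the class comparison called 17, and Student's t-test, which shares no spread among probes, called 0 at an adjusted p under 0.05. Of 25 named probes that passed, 3 passed in all 5 fits without 1 array, those of HS3ST3A1, DDIT4 and FTHL8, and the call of CALB2 ended without PC3-AKR1C3 replicate 3 (adjusted p = 0.081).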

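At least 1 group mean more than 20 SD above the noise and a difference of at least 1.5-fold were found for 52 probes higher and 64 probes lower in PC3-AKR1C3. The metallothionein gene MT1X, which encodes a metal-binding protein, was at 763 ± 3.45 in PC3-mock and 1353 ± 316 in PC3-AKR1C3 (1.74-fold, adjusted p = 0.14). Its paralog MT1F was 1.93-fold lower, at 965 ± 289 and 492 ± 62.7 (adjusted p = 0.095). Of 4 metallothioneins tested, 0 passed limma's test, and 1 was higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.73). The study picked 2 of the 4 from these arrays. SLC25A4, a mitochondrial ADP/ATP carrier, was 1.50-fold higher (adjusted p = 0.080), and CKB, the brain-type creatine kinase, was 1.496-fold lower, just under this criterion (adjusted p = 0.097). The counts were 17 higher and 26 lower when 100 was added to each intensity, and 113 higher and 203 lower in the table normalized by the authors.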

The associative analysis identified 27 genes being up-regulated and 85 genes being down-regulated by at least 1.5 fold and expressed greater than 20 SDs above the noise levels in PC3-AKR1C3 versus PC3-mock transfectants (Additional file 1). Class comparison and associative analysis provided almost overlapping results. 

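Of the 52 probes that were at least 1.5-fold higher and bright, 18 were also among the 30 higher probes at an unadjusted p under 0.001 from limma. Of the 64 lower probes, 38 were among the 83 lower probes at that threshold. At an unadjusted p under 0.05, 42 of the 52 and 60 of the 64 passed. These counts use level and fold without the associative t-test, and limma over the tested probes. They therefore do not measure the overlap of the paper's 2 analyses.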

The 27 up-regulated genes identified by the associative analysis were a subset of the 70 genes identified by the BRB ArrayTools. 

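Among the genes that the study lists as down-regulated by either analysis, the probe of FTHL8, a ferritin heavy chain pseudogene, fell 2.13-fold, from 2414 ± 216 in PC3-mock to 1133 ± 112 in PC3-AKR1C3 (log2 fold change -1.09, standard error 0.11, adjusted p = 0.0074). The tables used give no probe sequence, so whether this probe reads only FTHL8 cannot be told. ANXA2P1, a pseudogene of annexin A2, fell 1.73-fold from 306 ± 3.06 to 176 ± 10.2 (adjusted p = 0.015). FTHL11, another ferritin heavy chain pseudogene, fell 1.86-fold (adjusted p = 0.028). TMX3, a thioredoxin-related protein of the endoplasmic reticulum, fell 1.46-fold (adjusted p = 0.045, and 0.057 to 0.22 without any 1 array). It lies on 18q, an arm whose tested genes had a median log2 fold change of -0.11. Of 124 tested genes of this list, 123 had lower means in PC3-AKR1C3, with a median log2 fold change of -0.45. By limma, 12 fell at an adjusted p under 0.05 over all probes and 112 when adjusted over the list alone. The study chose these genes on the same arrays, so their direction is not independent evidence.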

Among the 85 down-regulated genes identified by the associative analysis, 76 genes were among the 153 genes identified by the BRB ArrayTools (Additional file 2). The 27 up-regulated and 76 down-regulated genes in PC3-AKR1C3 transfectants identified by both analyses were used as "beacon" genes for further analysis to reduce the possibility of including false positives. However, in some cases, the number of "beacon" genes was insufficient to identify their common functions or other properties. 

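Of the genes up-regulated by both analyses, 26 could be matched and tested, and all 26 had higher means in PC3-AKR1C3, with a median fold of 1.45. By limma, 9 of them passed over all probes and 25 when adjusted over the list alone. Of 33 tested genes up-regulated by the class comparison alone, all 33 had higher means and 2 passed, TCN1 and WASF3. Of the genes down-regulated by both analyses, 56 were tested and all 56 had lower means, with a median fold of 1.41, and 12 passed (49 adjusted over the list alone). These lists were chosen on the same arrays, so the counts adjusted over the list alone are not independent evidence.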

Each "beacon" gene may represent a unique function or feature, and the statistical calculations for overrepresentation of such features become impossible. In such cases, the 70 up- and 153 down-regulated gene lists identified by the BRB ArrayTools were used, as described in the text. The inclusion of these genes was further validated by subsequent statistical analysis for overrepresentation of common features among genes in the lists.

### AKR1C3 effects on steroid signaling in PC-3 cells

Genes that are differentially expressed in PC3-AKR1C3 versus PC3-mock transfectants were submitted to IPA to predict pathways that are modulated by the AKR1C3-regulated genes. Manual inspection of pathways and networks assembled by Ingenuity suggested that AKR1C3 affected genes in estrogen and, potentially, androgen signaling pathways in PC-3 cells. A joint analysis of the 27 up- and 70 down-regulated genes ranked by ratios of gene expression between PC3-mock and PC3-AKR1C3 transfectants identified networks of genes mainly centered by steroid metabolites, 17β-estradiol and 5α-DHT (Figure 1A). For example, in the network of genes up-regulated in PC3-AKR1C3 transfectants, the 5α-DHT signal was linked directly to kallikrein-related peptidase (KLK) 3 (prostate-specific antigen; PSA), TMPRSS2, and indirectly to several other genes. 

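KLK3, which encodes prostate-specific antigen, was at 62.7 ± 1.43 in PC3-mock and 90.8 ± 10.5 in PC3-AKR1C3 (1.44-fold, log2 fold change 0.53, standard error 0.11, adjusted p = 0.13). TMPRSS2, a membrane serine protease whose gene responds to androgens, was at 91.3 ± 3.59 and 124 ± 6.08 (1.35-fold, log2 fold change 0.44, standard error 0.09, adjusted p = 0.12). At both genes all 3 PC3-AKR1C3 arrays were higher than both PC3-mock arrays. Of 16 androgen-response genes tested, 9 had positive and 7 negative log2 fold changes. By limma 0 passed over all probes, and adjusted over the list alone 2 were higher, KLK3 and TMPRSS2, which the study had picked from these arrays (camera adjusted p = 0.37). Among the other members, NDRG1 had a log2 fold change of 0.31 (adjusted p = 0.46) and SLC45A3 of 0.21 (adjusted p = 0.50). KLK3 and TMPRSS2 are also markers of LNCaP cells. Of 7 LNCaP markers tested, 2 were higher adjusted over the list alone, KLK3 and TMPRSS2, and the list had a camera adjusted p of 0.16. The LNCaP markers FOXA1, HOXB13 and STEAP2 had log2 fold changes of -0.08, 0.02 and -0.11.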

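HBEGF, a ligand of the epidermal growth factor receptor, was at 64.9 ± 1.30 in PC3-mock and 85.8 ± 3.17 in PC3-AKR1C3 (1.32-fold, adjusted p = 0.14). KLK5, a serine protease of the kallikrein family, was at 62.4 ± 13.5 and 323 ± 247 (log2 fold change 2.14, standard error 0.44, adjusted p = 0.13), a wide spread among the 3 PC3-AKR1C3 clones. WNT5B, a secreted Wnt ligand, was at 87.4 ± 6.58 and 116 ± 1.35 (1.33-fold, adjusted p = 0.14). The brightest probe of FBLN1, an extracellular matrix protein, had a log2 fold change of 0.33 (adjusted p = 0.48). Another 2 FBLN1 probes had log2 fold changes of 0.42 and 0.24 (adjusted p = 0.17 and 0.50), and 1 more was above the noise level on 1 PC3-mock and 1 PC3-AKR1C3 array (adjusted p = 0.88). Of 15 estrogen-response genes tested, 8 had positive and 7 negative log2 fold changes, and 0 passed limma's test over all probes. Adjusted over the list alone, IGFBP4 and RARA were higher and XBP1, a transcription factor of secretory cells, was lower (camera adjusted p = 0.69). The study had picked 1 of the 15, IGFBP4, from these arrays.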

The 17β-estrsdiol signal was linked directly to HBEGF, KLK3, KLK5, FBLN1, and WNT5B. In addition, 17β-estradiol was directly linked to SERPIN5B, CDH11, and several other genes down-regulated by the overexpression of AKR1C3 in PC-3 cells.

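CDH11, a cell adhesion molecule of mesenchymal cells, fell 1.82-fold, from 441 ± 15.9 in PC3-mock to 244 ± 25.3 in PC3-AKR1C3 (log2 fold change -0.86, standard error 0.10, adjusted p = 0.021). SERPINB5, which encodes the serpin maspin, was at 1424 ± 72.5 and 935 ± 98.7 (1.53-fold lower, log2 fold change -0.61, standard error 0.11, adjusted p = 0.093). SERPINB5 lies on 18q, where most tested genes had lower means in PC3-AKR1C3. FAM162A, a hypoxia-induced gene linked to cell death, fell 1.69-fold from 375 ± 29.9 to 222 ± 18.8 (adjusted p = 0.028). SEMA3C, a secreted semaphorin, had a log2 fold change of -0.47 (adjusted p = 0.095). Of 17 down-regulated genes of Fig. 1A, 15 had a named probe, and all 15 had lower means, with log2 fold changes from -1.21 to -0.15. Of these, CDH11, DDIT4, FAM162A and PMAIP1 passed. Of 7 up-regulated genes of Fig. 1A, all 7 had higher means and KLK6 passed. The study chose these genes on the same arrays. The call of CDH11 ended without PC3-AKR1C3 replicate 2 or 3 (adjusted p up to 0.15). From the links of these genes to 17β-estradiol and 5α-DHT (Fig. 1A), the paper proposes that AKR1C3 affected genes of estrogen and, potentially, androgen signaling in PC-3 cells.

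**Figure D1:**
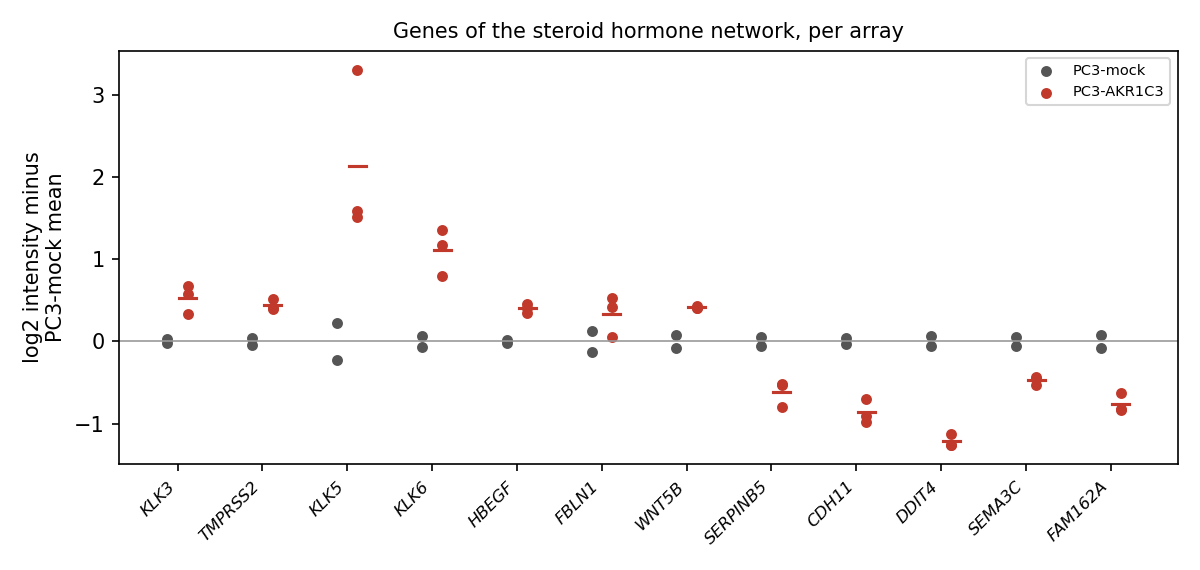
Normalized log2 intensity minus the mean of the PC3-mock arrays (vertical axis) for genes of the steroid hormone network, with 1 point per array and a bar at the mean of the 3 PC3-AKR1C3 arrays. DDIT4 and CDH11 lie below the PC3-mock arrays on every PC3-AKR1C3 array, and KLK5 has the widest spread among the PC3-AKR1C3 arrays.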

**Figure 1:**
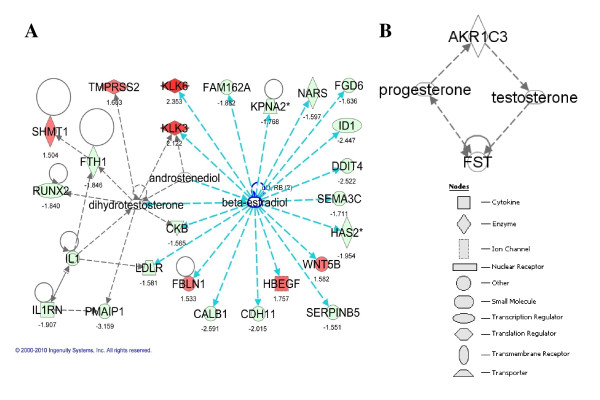
**Influence of steroid hormone signaling in PC3-AKR1C3 transfectants**. (A) Genes whose expression is altered in PC3-AKR1C3 transfectants were identified to be regulated by 17β-estradiol, androstenediol, or 5α-DHT. Genes that are labeled in red and green represent up- and down-regulated genes, respectively, in PC3-AKR1C3 transfectants as compared to PC3-mock transfectants. The fold changes are reflected by corresponding numbers under the gene names. (B) FST expression can be regulated by AKR1C3-mediated testosterone and/or progesterone metabolism in PC3-AKR1C3 transfectants. The legend for the gene shapes is at lower right corner.

To predict the association between AKR1C3 and other genes in published data, a global meta-analysis method developed previously was used [38]. Analysis of a total of 3,651 published microarray datasets identified probes for AKR1C3 in 2,373 of them. Within these experiments, AKR1C3 was co-expressed with many genes, but Follistatin (FST) showed the most statistically significant positive correlation with AKR1C3 (Figure 1B). 

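FST, which encodes the activin-binding protein follistatin, has 2 tested probes. At the brighter probe it was at 4152 ± 23.8 in PC3-mock and 3757 ± 797 in PC3-AKR1C3 (log2 fold change -0.16, standard error 0.15, adjusted p = 0.78), where the groups overlapped. At the dimmer probe it was at 992 ± 14.8 and 635 ± 95.3 (1.57-fold lower, log2 fold change -0.65, standard error 0.12, adjusted p = 0.095), lower on all 3 PC3-AKR1C3 arrays than on both PC3-mock arrays. Follistatin binds activins and BMPs, ligands of the TGF-beta family. Of 17 BMP and TGF-beta targets tested, 7 had positive and 10 negative log2 fold changes, 0 passed limma's test over all probes and RUNX2, a transcription factor of bone, was lower adjusted over the list alone (log2 fold change -0.43, camera adjusted p of the list 0.29). The study had picked 3 of the 17 from these arrays. Over the settings the list's mean was from -0.23 to 0.07, and it passed by camera in 2 of 20.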

FST was identified as one of significantly down-regulated genes in PC3-AKR1C3 transfectants in our dataset (Additional file 2). IPA indicated the interaction between AKR1C3 and FST may result from their interconnection with progesterone and testosterone metabolism.

### Activation of VDR/RXR and IGF-1 signaling pathways in PC3-AKR1C3 transfectants

Functional classification predicted biological consequences of the up-regulated genes in PC3-AKR1C3 transfectants. Among the 27 genes up-regulated in PC3-AKR1C3 transfectants, 4 genes were not present in the Ingenuity database, 11 genes were poorly functionally annotated to be eligible for statistical calculations, and only 12 genes were eligible for functional classification. 

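KLK6, a secreted serine protease, rose 2.16-fold, from 408 ± 25.5 in PC3-mock to 892 ± 169 in PC3-AKR1C3 (log2 fold change 1.11, standard error 0.15, adjusted p = 0.028). Its call ended without PC3-AKR1C3 replicate 1 or 2 (adjusted p up to 0.16), and a second KLK6 probe was above the noise level on 1 PC3-mock and 1 PC3-AKR1C3 array (adjusted p = 0.94). FGD3, a guanine nucleotide exchange factor of Cdc42, was at 129 ± 30.5 and 228 ± 26.5 (1.78-fold, adjusted p = 0.093). BEX1, a brain-expressed X-linked gene, was at 150.2 ± 5.47 and 213 ± 22.2 (1.41-fold, adjusted p = 0.14). Of the 6 kallikreins tested, 3 had positive and 3 negative log2 fold changes, and KLK6 alone passed limma's test over all probes. Adjusted over the list alone, KLK6, KLK5 and KLK3 were higher and KLK10, expressed on 1 of 3 PC3-AKR1C3 arrays, was lower (camera adjusted p = 0.16). Over the settings the list's mean was from 0.19 to 1.26 and its adjusted p from 1.7e-05 to 0.78, and it passed in 4 of 19, which include the fit without PC3-AKR1C3 replicate 3 (0.046). The 3 higher kallikreins are those the study picked from these arrays, and the other 3 had lower means.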

Ingenuity analysis identified a group of 7 genes (BEX1, FBLN1, FGD3, HBEGF, KLK3, KLK6, and WNT5B) related to cancer, cellular function and maintenance, cellular growth, invasion, as well as proliferation with *P *< 0.001-0.05 (Table 1).

**Table 1:** Up- and down-regulated genes and their representing functional groups in PC3-AKR1C3 transfectants

Up-regulated genes		Down-regulated genes	
**Cancer, Cellular growth and proliferation**		**Cell death**	

**BEX1**	Brain expressed, X-linked 1	**CALB1**	Calbindin 1, 28 kDa
**FBLN1**	Fibulin 1	**CD70**	CD70 molecule
**FGD3**	FYVE, RhoGEF and PH domain containing 3	**DDIT4**	DNA-damage-inducible transcript 4
**HBEGF**	Heparin-binding EGF-like growth factor	**FAM162A**	
**KLK3**	Kallikrein-related peptidase 3	**FTH1**	Ferritin, heavy polypeptide 1
**KLK6**	Kallikrein-related peptidase 6	**HCLS1**	Hematopoietic cell-specific Lyn substrate 1
**WNT5B**	Wingless-type MMTV integration site family, member 5B	**ID1**	Inhibitor of DNA binding 1, dominant negative helix-loop-helix protein
		**IL1RN**	Interleukin 1 receptor antagonist
		**LDLR**	Low density lipoprotein receptor (familial hypercholesterolemia)
		**NEFL**	Neurofilament, light polypeptide 68 kDa
		**PERP**	PERP, TP53 apoptosis effector
		**PMAIP1**	Phorbol-12-myristate-13-acetate-induced protein 1
		**PRDM1**	PR domain containing 1, with ZNF domain
		**RUNX2**	Runt-related transcription factor 2
		**SERPINB5**	Serpin peptidase inhibitor, clade B (ovalbumin), member 5

Since IPA was not able to identify any significantly overrepresented pathways based on the limited number of genes, the 70-gene list identified by the BRB ArrayTools analysis was submitted for pathway analysis. To minimize false positives, these genes were first filtered to select genes that have been identified in both human and PC-3 cells. Among the 70 genes, 16 genes were eligible for generating networks (Additional file 1). Using the IPA tool, several overrepresented canonical pathways were identified. 

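CST6, a secreted cysteine protease inhibitor, was at 888 ± 116 in PC3-mock and 1559 ± 323 in PC3-AKR1C3 (1.74-fold, log2 fold change 0.80, standard error 0.15, adjusted p = 0.11). PRKCH, which encodes the eta isoform of protein kinase C, was at 265 ± 1.52 and 349 ± 18.7 (1.32-fold, adjusted p = 0.15). Of 24 targets of the vitamin D receptor tested, 13 had positive and 11 negative log2 fold changes. By limma, KLK6 rose over all probes and 0 fell. Adjusted over the list alone, KLK6, CST6, PRKCH and IGFBP5 were higher, and CALB1 and RUNX2 were lower. The list had a camera adjusted p of 0.29. The study had picked 5 of the 24 from these arrays, and the other 19 had a median log2 fold change of 0.02 (camera adjusted p = 0.76 without the picked genes).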

VDR/RXR activation (*P *< 0.0001) was overrepresented by cystatin E/M (CTS6), KLK6, and protein kinase C, eta (PRKCH). The second most significant pathway was IGF-1 signaling (*P *< 0.01; Figure 2A) represented by IGF binding protein 4 (IGFBP4) and PRKCH. It was noticed that analysis of the 70-gene list without filtering does not change the significance of the identified canonical pathways, but added insulin receptor substrate 2 (IRS2) to the IGF-1 signaling pathway.

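IGFBP4, which binds insulin-like growth factors outside the cell, was at 816 ± 211 in PC3-mock and 1268 ± 107 in PC3-AKR1C3 (1.58-fold, log2 fold change 0.66, standard error 0.15, adjusted p = 0.16). Of 40 genes of IGF-1 and Akt signaling tested, 24 had positive and 16 negative log2 fold changes, with a median of 0.04. By limma 0 passed over all probes. Adjusted over the list alone, IRS2, PRKCH, IGFBP4 and IGFBP5 were higher, and YWHAG, an adaptor protein that binds phosphorylated proteins, was lower. The list had a camera adjusted p of 0.16. The study had picked 4 of the 40 from these arrays, and the other 36 had a camera adjusted p of 0.50.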

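IRS2, a docking protein of the insulin and IGF-1 receptors, was at 101 ± 4.38 in PC3-mock and 157 ± 26.0 in PC3-AKR1C3 (1.53-fold, log2 fold change 0.62, standard error 0.13, adjusted p = 0.14). It was higher on all 3 PC3-AKR1C3 arrays than on both PC3-mock arrays.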

**Figure 2:**
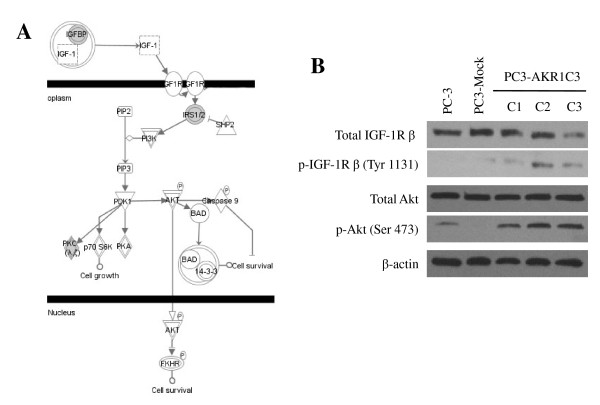
**Activation of the IGF-1 pathway in PC3-AKR1C3 transfectants**. (A) Ingenuity analysis identified that activation of the IGF-1 signaling pathway is statistically significant in PC3-AKR1C3 transfectants. Up-regulated genes, or focus genes, are marked by in filled gray; and uncolored genes indicate they are expressed in the microarray datasets under any conditions and may participate in signal transduction. Branches of the IGF-1 pathway that did not have at least one focus gene were not included in the diagram. (B) Western blot analysis of total and phosphorylated IGF-1R β and Akt in PC3-AKR1C3 stable transfectants. The analysis was performed 3 times; and all experiments showed consistent elevated phosphorylation of IGF-1R β (Tyr 1131) and Akt (Ser 473) in PC3-AKR1C3 transfectants. Image analysis confirmed that levels of phosphorylated IGF-1R β and Akt are statistically higher in PC3-AKR1C3 transfectants as compared to PC3-mock transfectants.

Activation of IGF-1R and its downstream Akt signaling molecule were confirmed by phosphorylated levels of the respective proteins using Western blot analysis. There was no difference in total IGF-1R and Akt expression between PC3-mock and PC3-AKR1C3 transfectants, as also reflected by corresponding mRNA expression on microarrays (data not shown). In contrast, levels of phosphorylated IGF-1R β (Tyr 1131) and Akt (Ser 473) expression were significantly elevated in all PC3-AKR1C3 clones as compared to PC3-mock transfectants or parental cells (Figure 2B).

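On these arrays, the brighter IGF1R probe was at 124 ± 5.07 in PC3-mock and 138 ± 16.1 in PC3-AKR1C3 (log2 fold change 0.14, standard error 0.11, adjusted p = 0.74). A second IGF1R probe was close to the noise, above it on 1 PC3-mock and 2 PC3-AKR1C3 arrays (adjusted p = 0.81). AKT1 was at 138 ± 12.5 and 139.2 ± 8.63 (log2 fold change 0.01, standard error 0.10, adjusted p = 0.98). AKT2 was not expressed above the noise level on at least 2 arrays. These p do not show that the values are equal. In a simulation with this number of arrays and 200 changed probes, limma called 31 of 67 probes with a log2 change of 0.5. It called 66 of 67 with a change of 1. Only 29 probes passed on the real arrays, which makes the adjusted threshold stricter there, so these shares may be too high for them.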

### Suppression of cell death genes and inactivation of the p53 pathway in PC3-AKR1C3 transfectants

Genes whose expression were suppressed in PC3-AKR1C3 versus PC3-mock transfectants were also subjected to functional classification to predict biological outcomes in PCa cells. Among the 76 genes down-regulated in PC3-AKR1C3 transfectants, 24 of them were not mapped in the Ingenuity database and 17 genes were not sufficiently annotated to count in a statistical calculation (Additional file 2). Among the remaining 35 genes eligible for functional classification, 15 of them were significantly overrepresented in the cell death functional category with *P *< 0.0005 with 3 genes (ID1, PMAIP1, and SERPINB5) directly related to the death of PCa cell lines (Table 1).

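PMAIP1, which encodes the proapoptotic protein NOXA, fell 1.75-fold from 102.2 ± 12.1 in PC3-mock to 58.5 ± 6.11 in PC3-AKR1C3 (log2 fold change -0.81, standard error 0.11, adjusted p = 0.036). Of the 15 down-regulated genes of the cell death category, 13 have a named probe, and all 13 had lower means in PC3-AKR1C3, with a median log2 fold change of -0.62. By limma, DDIT4, FAM162A, PERP and PMAIP1 passed. CD70, a ligand of the tumor necrosis factor family, was at 122 ± 16.8 and 73.6 ± 8.70 (adjusted p = 0.070). HCLS1 was at 82.0 in PC3-mock and close to the noise in PC3-AKR1C3, where it was expressed on 1 of 3 arrays (log2 fold changes from -1.96 to -0.27 over the settings, adjusted p = 0.095). NEFL, the neurofilament light chain, had a log2 fold change of -0.69 (adjusted p = 0.11) and CALB1, calbindin, of -0.59 (adjusted p = 0.095). PRDM1 was at -0.62 at its brightest probe (adjusted p = 0.14) and at -0.13 at a second tested probe (adjusted p = 0.69). RUNX2 and IL1RN were both at -0.43 (adjusted p = 0.17 and 0.18). A second IL1RN probe was above the noise level on 1 PC3-mock and 1 PC3-AKR1C3 array (adjusted p = 0.85). ID1, an inhibitor of helix-loop-helix transcription factors, had a log2 fold change of -0.33 at its brightest probe (adjusted p = 0.45) and of -0.84 at a dimmer probe (adjusted p = 0.095). The study chose these genes on the same arrays. The calls of PMAIP1 and FAM162A ended without any of the 3 PC3-AKR1C3 arrays (adjusted p up to 0.20 and 0.16).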

IPA also identified the p53 canonical pathway as the most significant pathway (*P *< 0.0008) overrepresented by PERP (TP53 apoptosis effector), PMAIP1 (phorbol-12-myristate-13-acetate-induced protein 1, induction of apoptosis), and SERPINB5 (serpin peptidase inhibitor, clade B, member 5, aka maspin). In addition, alanine and aspartate metabolism were the second and third most significantly overrepresented pathways (*P *< 0.003), respectively, represented by DLAT (dihydrolipoamide S-acetyltransferase) and NARS (asparaginyl-tRNA synthetase). 

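PERP, a membrane protein induced by p53, fell 1.53-fold, from 752 ± 11.5 in PC3-mock to 491 ± 15.0 in PC3-AKR1C3 (log2 fold change -0.62, standard error 0.08, adjusted p = 0.029, and up to 0.18 without 1 PC3-AKR1C3 array). Of 35 p53 targets tested, 12 had positive and 23 negative log2 fold changes, with a median of -0.03. By limma PERP and PMAIP1 fell over all probes and 0 rose, and SERPINB5 was also lower when adjusted over the list alone. The list had a camera adjusted p of 0.16 and a fry adjusted p of 0.11. The study had picked 4 of the 35 from these arrays, and the other 31 had a camera adjusted p of 0.83.

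PMAIP1 and SERPINB5 lie on 18q. Of 123 tested genes of 18q, 96 had lower means in PC3-AKR1C3, with a median log2 fold change of -0.11. The arm was chosen because genes of the study's lists were seen to lie on it. Of 106 tested 18q genes in neither Additional file 1 nor 2, 79 had lower means, with a median of -0.08. The medians of all 123 were -0.11, -0.13 and -0.15 in the 3 PC3-AKR1C3 clones. PERP lies on 6q, and 162 tested genes of a list written for 6q had a median log2 fold change of -0.04.

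**Figure D2:**
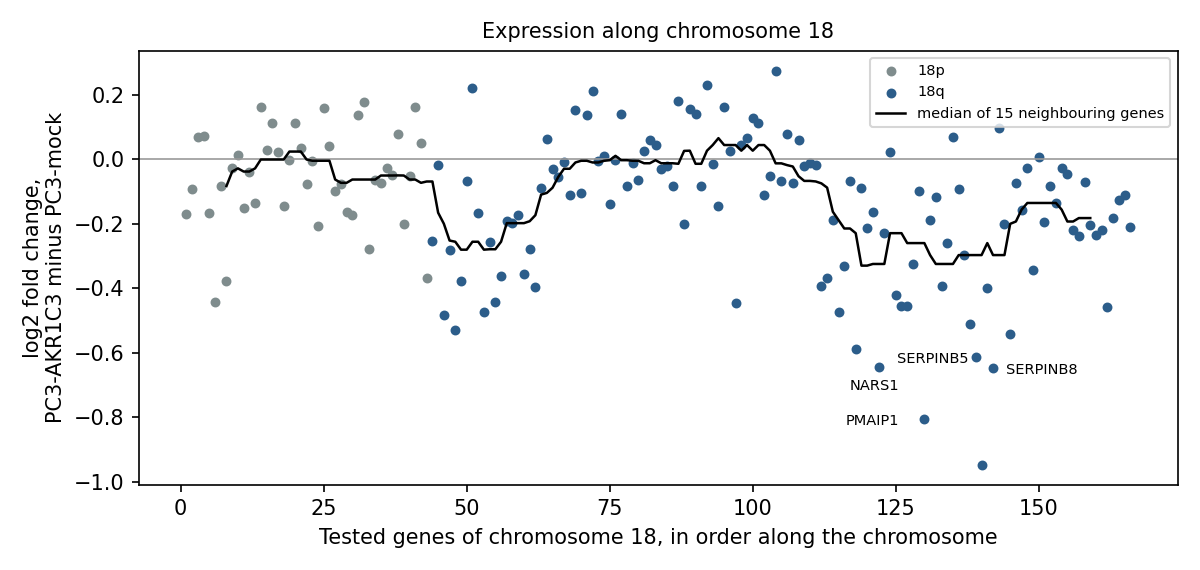
Log2 fold change of PC3-AKR1C3 over PC3-mock (vertical axis) for tested genes of chromosome 18 in their order along it (horizontal axis), with 18p in grey, 18q in blue and a black line at the median of 15 neighbouring genes. The line is lowest between MEX3C and PMAIP1, at a median of -0.33, and NARS1, PMAIP1, SERPINB5 and SERPINB8 are labeled.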

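NARS1, the asparaginyl-tRNA synthetase, was at 1826 ± 43.9 in PC3-mock and 1173 ± 119 in PC3-AKR1C3 (1.56-fold lower, log2 fold change -0.64, standard error 0.10, adjusted p = 0.057). NARS1 lies in the stretch of 18q with the lowest medians. DLAT, a subunit of the pyruvate dehydrogenase complex, was at 278 ± 14.6 and 196 ± 28.4 (1.43-fold lower, adjusted p = 0.17). Of 25 genes of the amino acid response and tRNA synthetases tested, 22 had lower means in PC3-AKR1C3, with a median log2 fold change of -0.11. By limma DDIT4 fell over all probes, and DDIT4 and NARS1 were lower adjusted over the list alone. ASNS, the asparagine synthetase, had a log2 fold change of -0.27 (adjusted p = 0.59) and the cystine transporter SLC7A11, expressed on 2 of 3 PC3-AKR1C3 arrays, of -0.24 (adjusted p = 0.45). The list had a camera adjusted p of 3.9e-04, and an adjusted p = 0.64 with an estimated correlation. Without DDIT4 and NARS1, the 2 members that the study picked from these arrays, 20 of 23 had lower means (camera adjusted p = 0.075), and without PC3-mock replicate 1 the list's adjusted p was 0.48, in a range from 1.1e-07 to 0.64 over all settings.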

When the list of 153 down-regulated genes identified by the BRB ArrayTools analysis was filtered by Ingenuity and expressed in both human and PC-3 cells (Additional file 2), 58 genes were eligible for forming networks and expressed categorization. 

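ATF4, a transcription factor of the stress response, was at 2782 ± 271 in PC3-mock and 2097 ± 128 in PC3-AKR1C3 (1.33-fold lower, log2 fold change -0.41, standard error 0.10, adjusted p = 0.19). HSPA5, which encodes the chaperone BiP of the endoplasmic reticulum, was at 286 ± 10.2 and 207 ± 24.1 (1.38-fold lower, adjusted p = 0.17). Of 28 genes of the unfolded protein response tested, 20 had lower and 8 higher means, with a median log2 fold change of -0.06. By limma 0 passed over all probes, and HSPA5 and ATF4 were lower adjusted over the list alone. HERPUD1, a component of degradation at the endoplasmic reticulum, had a log2 fold change of -0.34 (adjusted p = 0.37) and XBP1 of -0.64 (adjusted p = 0.29). The list had a camera adjusted p of 0.013, and an adjusted p = 0.64 with an estimated correlation. ATF4 and HSPA5 are the 2 members that the study picked from these arrays, and without them the camera adjusted p was 0.20. Without PC3-mock replicate 1 the list's adjusted p was 0.57 and without PC3-AKR1C3 replicate 1 it was 0.059, in a range from 1.7e-05 to 0.64 over all settings.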

The endoplasmic reticulum stress pathway was identified as the most significant (*P *< 0.004, ATF, HSPA5). The p53 pathway along with alanine and aspartate metabolism were also present, but at a less significant level.

### Assessment of PC3-AKR1C3 aggressiveness by literature analysis

Literature analysis predicted pathological development and progression of PC-3 cells overexpressing AKR1C3. Analysis of common biological functions of the 70 up- and 153 down-regulated genes using IRIDESCENT showed that PSA, β-catenin, ER, and aggressiveness are the most significant keywords overrepresented among the up-regulated genes. Those terms characterized activation of specific biological processes induced by overexpression of AKR1C3 in PC-3 cells, and were more specific than general functions identified by IPA. 

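The 6 genes BEX1, FBLN1, HBEGF, KLK3, TMPRSS2 and WNT5B had log2 fold changes from 0.33 to 0.53, with a median of 0.43. By limma 0 of the 6 passed over all probes. At 5 of them, all but FBLN1, every PC3-AKR1C3 array was higher than both PC3-mock arrays. Their mean intensities lay between 62.7 and 150.2 in PC3-mock.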

BEX1 and FBLN were associated with ER, while FBLN1, HBEGF, KLK3, and TMPRSS2 were associated with tumor aggressiveness (Figure 3A). A strong connection of WNT5B to the keyword "β-catenin" was also identified. 

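Of 12 Wnt pathway targets tested, 7 had positive and 5 negative log2 fold changes, with a median of 0.04. By limma 0 passed over all probes, and WNT5B, which the study picked from these arrays, was higher adjusted over the list alone (camera adjusted p = 0.29). LEF1, a transcription factor that binds β-catenin, had a log2 fold change of 0.29 (adjusted p = 0.34) and WNT5A, expressed on 2 of 3 PC3-AKR1C3 arrays, of 0.26 (adjusted p = 0.80).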

Significantly, ER was connected to all these genes directly or indirectly (Figure 3A).

**Figure 3:**
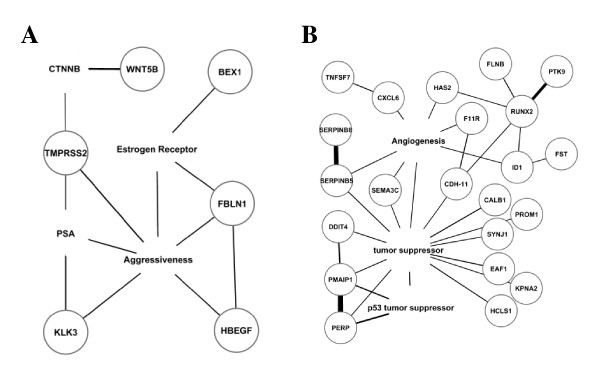
**Phenotypic presentation of PC3-AKR1C3 transfectants from literature analysis**. Relationships between differentially expressed genes in PC3-AKR1C3 transfectants and the most significantly overrepresented keywords published with those genes in MEDLINE abstracts and titles are identified. Genes are circled, keywords are not circled. Thickness of the line correlates with the mutual information between the terms (thicker lines mean more mutual information). (A) Up-regulated genes that have been documented as related to aggressive carcinomas, PSA, β-catenin, and ER. (B) Down-regulated genes that are related to angiogenesis, tumor suppression and, more specifically, tumor suppression *via *p53.

More than 400 keywords were identified to be significantly overrepresented in the 76 down-regulated genes; and the majority of them were related to carcinogenic processes (data not shown). 

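Of 22 down-regulated genes drawn in Fig. 3B, 19 were tested, and all 19 had lower means in PC3-AKR1C3, with a median log2 fold change of -0.59. By limma CDH11, CXCL6, DDIT4, PERP and PMAIP1 fell over all probes. The transcription elongation factor EAF1 had a log2 fold change of -0.43 (adjusted p = 0.14), and SYNJ1, a phosphoinositide phosphatase, of -0.47 (adjusted p = 0.11). KPNA2, an importin of the nuclear pore pathway, was at 1342 ± 138.8 in PC3-mock and 1207 ± 98.9 in PC3-AKR1C3 at its brightest probe (log2 fold change -0.15, adjusted p = 0.70), and a second probe was at -0.55 (adjusted p = 0.11). The actin-binding protein TWF1 was at -0.35 at its brightest probe (adjusted p = 0.47) at -0.49 at another (adjusted p = 0.12) and at 0.065 at a dim probe (adjusted p = 0.88). The study chose these genes on the same arrays.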

"Tumor suppressor" was identified as the most significant keyword connecting the majority of these genes including SERPINB5 and CHD11 (Figure 3B). 

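CXCL6, a chemokine of the angiogenic ELR+ group, fell 2.38-fold, from 540.2 ± 44.5 in PC3-mock to 233 ± 70.6 in PC3-AKR1C3 (log2 fold change -1.25, standard error 0.19, adjusted p = 0.047, and up to 0.25 without PC3-mock replicate 2 or PC3-AKR1C3 replicate 1 or 3). Of 14 angiogenesis inhibitors tested, 8 had positive and 6 negative log2 fold changes, with a median of 0.03 and a mean of -0.02. By limma 0 passed over all probes, and SERPINB5, which lies on 18q and was picked by the study, was lower adjusted over the list alone (camera adjusted p = 0.79). SEMA3F and VASH1, both inhibitors of blood vessel growth, each had a log2 fold change of 0.15 (adjusted p = 0.72 and 0.74), and SEMA3A was at -0.17 (adjusted p = 0.78).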

"Angiogenesis" was another significant keyword connecting many of the down-regulated genes in PC3-AKR1C3 transfectants (Figure 3B). In addition, as identified by Ingenuity, PERP and PMAIP1 were strongly related to each other and to "p53 tumor suppressor" keyword (Figure 3B). Consistently, the majority of these genes were regulated by 17β-estradiol, androstenediol, and 5α-DHT as described in Figure 1.

### Promoter analysis of up- and down-regulated genes in PC3-AKR1C3 transfectants

The PAINT analysis predicted whether the differentially expressed genes between PC3-AKR1C3 and PC3-mock transfectants are regulated by common transcription factors. Based on results from PAINT analysis, GATA-1 (aka globin transcription factor 1) was identified as the major TRE shared by 7 of the 27 up-regulated genes followed by less overrepresented CP2, SEBP-1, and USF, with *P *< 0.05 (Figure 4A). It should be noted that any given gene can have more than one TRE within 2 kb of 5'-flanking regions queried by PAINT; and some genes appeared to share a given TRE. 

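CPVL, a carboxypeptidase of the CP2 group of genes in Fig. 4A, rose 1.91-fold, from 121 ± 21.0 in PC3-mock to 229 ± 8.29 in PC3-AKR1C3 (log2 fold change 0.93, standard error 0.11, adjusted p = 0.021, and up to 0.13 without 1 PC3-AKR1C3 array). NOX5, a calcium-regulated NADPH oxidase of the GATA-1 group, rose 1.69-fold from 169 ± 23.8 to 285 ± 16.4 (adjusted p = 0.036, and up to 0.19 without 1 PC3-AKR1C3 array). OSCP1, shown as C1orf102, had a log2 fold change of 0.36 (adjusted p = 0.20), and a second tested OSCP1 probe was at 0.097 (adjusted p = 0.78). SHMT1, a serine hydroxymethyltransferase, was at 0.15 at its brightest probe (adjusted p = 0.61) and at 0.37 at a dimmer one (adjusted p = 0.20). APOBEC3C, a cytidine deaminase of the SREBP-1 and USF groups, was at 0.38 (adjusted p = 0.18). JPH2, a junctional membrane protein of the USF group, was at 0.24 at its brightest probe (adjusted p = 0.41) and rose 1.58-fold at another (adjusted p = 0.029). All 10 genes named in Fig. 4A had higher means, and by limma CPVL, KLK6 and NOX5 passed. The study chose these genes on the same arrays.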

Additional analysis of the 70 genes from the BRB ArrayTools analysis identified GATA-1 and SEBP-1 as major TREs shared among the up-regulated genes in PC3-AKR1C3 transfectants (data not shown). Among the 76 genes down-regulated in PC3-AKR1C3 transfectants, ATF, MyoD, E2, and Elk-1 TREs were found to be major TREs, with *P *< 0.05 and FDR < 0.3 (Figure 4B). 

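Among genes of the Elk-1 group in Fig. 4B, WSB2, a protein with WD repeats and a SOCS box, fell 1.65-fold from 432 ± 4.04 in PC3-mock to 262 ± 21.2 in PC3-AKR1C3 (log2 fold change -0.73, standard error 0.10, adjusted p = 0.028, and up to 0.15 without 1 PC3-AKR1C3 array). The ribosomal protein gene RPL27A, of the Elk-1 and E2 groups, fell 1.78-fold from 235 ± 44.1 to 131 ± 8.38 (adjusted p = 0.037, and up to 0.20 without 1 PC3-AKR1C3 array). In the MyoD group, CXCL6 passed. SERPINB8, a serpin gene on 18q, was at -0.65 on the log2 scale (adjusted p = 0.13), the zinc finger gene ZNF223 at -0.51 (adjusted p = 0.14), HAS2, a hyaluronan synthase, at -0.49 (adjusted p = 0.17) and CAST, the calpain inhibitor calpastatin, at -0.44 (adjusted p = 0.12). Of 14 genes named in Fig. 4B, 12 were tested, and all 12 had lower means, with a median log2 fold change of -0.51. By limma 3 passed, and FTH1 and F11R have no named probe in the annotation used. The study chose these genes on the same arrays.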

Analysis of all 153 down-regulated genes in PC3-AKR1C3 transfectants identified by the BRB ArrayTools analysis showed the same set of TREs.

**Figure 4:**
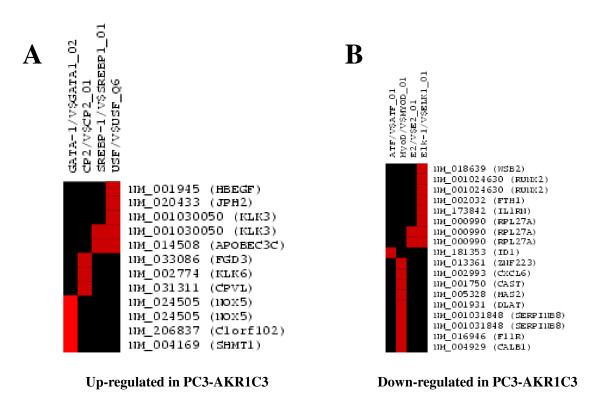
**Identification of TREs for differentially regulated genes identified in PC3-AKR1C3 transfectants**. (A) TREs shared by genes that are up-regulated in PC3-AKR1C3 transfectants. (B) TREs shared by genes that are down-regulated in PC3-AKR1C3 transfectants. Red color indicates significant TREs with *P *< 0.05 and FDR < 0.3.

### VEGF expression in PC3-AKR1C3 transfectants

Elevated AKR1C3 expression promoted VEGF expression and secretion in PC-3 cells. AKR1C3 had differential effects on the expression of various VEGF isoforms. Semi-quantitative RT-PCR analysis of VEGF isoform mRNA demonstrated that only the mRNA for the VEGF A isoforms significantly elevated in PC3-AKR1C3 C1 as compared to PC3-mock transfectants from 3 repeats (*P *< 0.05), whereas there was no difference in VEGF B, C, or D expression between AKR1C3-positive and negative transfectants (Figure 5). Both AG1024 and LY294002 suppressed VEGF A mRNA expression in PC3-AKR1C3 C1, but had no effects on the expression of other VEGF isoforms expression. In addition, quantification of total VEGF proteins secretion showed that PC3-AKR1C3 C1 produces an average of 3,882.8 pg VEGF/μg of total protein and is significantly higher than 3,351.8 pg VEGF/μg of total protein secreted by PC3-mock transfectants from 3 independent repeats (*P *< 0.05).

**Figure 5:**
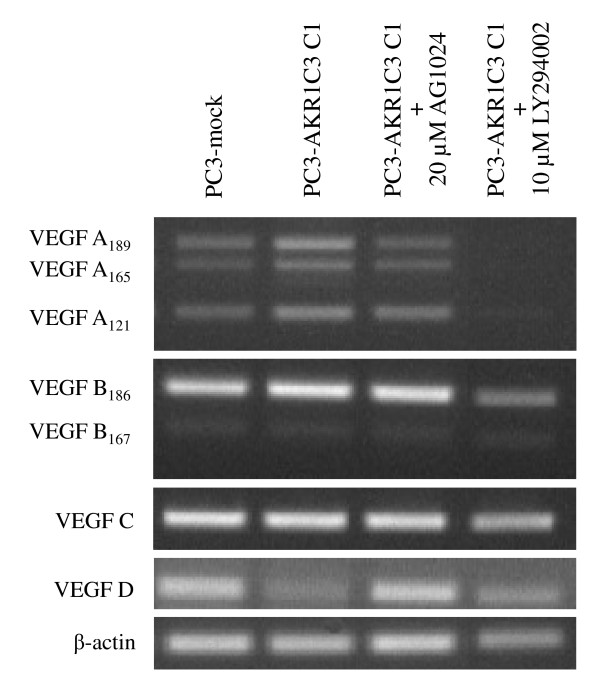
**Levels of VEGF mRNA expression in PC3-AKR1C3 transfectants**. Total RNA was isolated from PC3-mock and PC3-AKR1C3 C1 transfectants as well as from PC3-AKR1C3 C1 clone treated with either 20 µM AG1024 or 10 µM LY294002. Target VEGF A, B, C, and D mRNA species were PCR amplified using isofrom-specific primer pairs. PCR products were separated by 1% agarose gel electrophoresis; and images of ethidium bromide-stained gels were acquired.

### Angiogenetic potential of elevated AKR1C3 expression in PC-3 cells

PC3-AKR1C3 transfectants promoted higher numbers of EC tubes on Matrigel as compared to PC3-mock transfectants. In PC-3 cell and HMEC-1 co-cultures on the Matrigel system, HMEC-1 formed sporadic elongated capillary like tube structures at 24 hour (Figure 6A), but began disintegrating from 48 to 72 hour after HMEC-1 addition (data not shown). Comparisons among parental PC-3 cells, PC3-mock, and PC3-AKR1C3 transfectants were therefore performed at 24 hours after co-culture. Parental PC-3 cells and PC3-mock transfectants stimulated similar numbers of capillary-like tubes with 149.7 ± 22.0 and 130.8 ± 7.3, respectively. The results were similar to HMEC-1 cultured on Matrigel alone. In contrast, 3 clones of PC3-AKR1C3 transfectants possessed a significantly higher capability in stimulating HMEC-1 tube formation with 218.0 ± 20.2, 237.4 ± 17.1, and 287.8 ± 36.5 tubes (Figure 6B). AKR1C3-enhanced HMEC-1 tube formation was also observed in AR-positive human PCa LNCaP cells. LNCaP-AKR1C3 transfectants exhibited elevated capacity in promoting HMEC-1 tube formation (289.2 ± 45.9) as compared to LNCaP-mock transfectants (194.9 ± 26.5) (*P *< 0.05).

**Figure 6:**
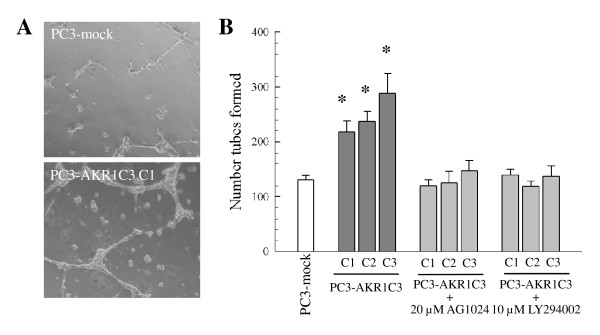
**Angiogenic properties of PC-3 cells overexpressing AKR1C3 on Matrigel**. (A) PC-3 cell-mediated HMEC-1 tube formation was performed in a co-culture system on Matrigel basement membrane matrix. Formation of HMEC-1 tubes was imaged at 24 hours after HMEC-1 co-culture with either PC3-mock or PC3-AKR1C3 transfectants. (B) Quantification of HMEC-1 tube formation. The number of EC tubes were counted; and results were compared between PC3-mock and PC3-AKR1C3 transfectants and presented as mean ± SEM from 12 experiments for the 4 independent clones. The number of HMEC-1 tubes formed were also determined by pre-treating PC-3 transfectants with 20 µM AG1042 or 10 µM LY294002; and results were presented as mean ± SEM from at least 3 independent assays. * indicates *P *< 0.05 between PC3-mock and PC3-AKR1C3 transfectants.

Pre-treatment of PC3-AKR1C3 transfectants with AG1024 led to significantly reduced numbers of endothelial capillary-like tubes formed in all 3 clones (119.7 ± 11.1, 124.8 ± 21.2, and 146.9 ± 19.5) as compared to the clones in the absence of the inhibitor (Figure 6B). The numbers of EC tube formed were not statistically different between PC3-AKR1C3 transfectants treated with the inhibitor and PC3-mock transfectants. Similarly, pre-treating PC3-AKR1C3 transfectants with LY294002 reduced the numbers of EC tubes to the levels observed in parental PC-3 cells and PC3-mock transfectants (Figure 6B).

## Discussion

Consistent with previous reports [19-22], we observed low levels of AKR1C3 immunoreactivity in normal prostatic epithelium, whereas a strong immunoreactivity is observed in low grades and advanced PCa using tissue arrays. Forced expression of AKR1C3 was established in human PCa PC-3 and LNCaP cell lines to recapitulate elevated AKR1C3 expression in cancer tissues and to study potential pathological activities of this enzyme in cancerous prostate. Bioinformatics analysis and biological characterization suggest that elevated AKR1C3 expression in PCa cells not only promotes cancer cell growth [23] but also enhances angiogenesis. In addition to the classical belief that AKR1C3 is responsible for androgen conversion and regulation of AR *trans*-activation, AKR1C3 may also activate 17β-estradiol-mediated signaling pathways to promote PCa progression.

Differences in the prevalence of AKR1C3 expression in PCa were noted between tissue sections prepared from individual patients and from tissue arrays. Using radical prostatectomy samples, Nakamura *et al*. reported 77.1% (54/70) [19] and we reported 81.8% (9/11) positive immunoreactivity [20] in adenocarcinoma. Using tissue array sections, we showed 33.3% AKR1C3 immunoreactivity in prostate adenocarcinoma (data not shown) and Stanbrough *et al*. showed 5.6% (1/18) [21]. In contrast, tissue array samples identified as androgen-independent PCa showed a higher 57.9% (11/19) immunoreactivity for AKR1C3 [21]. Wako *et al*. also reported a statistically significant positive correlation between AKR1C3 immunoreactivity and PCa stages [22]. PCa is a heterogeneous and multi-focal disease; and the sizes, locations, and stages of PCa tissues obtained for analysis can affect interpretations. In addition, we previously described an uneven distribution of AKR1C3 in adenocarcinoma in prostatectomy specimens [20]. Tissue array slides consist of core biopsies of 1.0 to 1.5 mm in diameter from paraffin embedded specimens; locations of the cores obtained for tissue array preparation can significantly affect immunohistochemical staining results. The differences in AKR1C3 immunoreactivity obtained from sections prepared from an individual patient and tissue arrays might result from the uneven distribution of AKR1C3 in prostate adenocarcinoma. Since AKR1C3-mediated lipophilic hormone metabolism may function through a paracrine signaling, it may not require all cancer cells to express elevated levels of AKR1C3 to promote disease progression.

In androgen metabolism, AKR1C3 acts as a 3-ketosteroid reductase converting 5α-DHT to 3α-diol [7], and as a 17-ketosteroid reductase converting Δ^4^-dione to testosterone [14]. In addition to androgen metabolism, recombinant AKR1C3 inter-converts estrone and 17β-estradiol [13]. Consistent with AKR1C3-mediated steroid metabolism, bioinformatics analysis confirmed that genes deregulated in PC3-AKR1C3 transfectants are related to Δ^4^-dione, testosterone, 5α-DHT, and 17β-estradiol. In contrast to other microarray data showing a positive correlation between AKR1C3 and FST, FST was significantly suppressed in PC3-AKR1C3 transfectants. Ingenuity analysis of interactions between AKR1C3 and FST shows that they are connected *via *testosterone and progesterone. In transfectants, AKR1C3 likely reduces Δ^4^-dione to accumulate testosterone [14], which in turn decreases FST expression [39]. In addition, FST protein decreases FST mRNA expression [39], but increases the secretion of progesterone [40].

The connection from AKR1C3 overexpression to the p53 signaling suggests possible suppression of tumor suppressive effects of p53 protein and promotion of prostate cancer aggressiveness. Three down-regulated genes, SERPIN5B, PERP and PMAIP1, have been identified as exclusive members of the p53 pathway, which is further highlighted by their connections to the "p53 tumor suppressor" keyword. Expression of the *p53 *gene is not detectable in PC3-mock transfectants but is detectable in AKR1C3 transfectants, albeit at a very low level. This may be due to the fact that PC-3 cells are hemizygous for chromosome 17p [41]; and a base pair deletion of the single copy of the *p53 *gene which generates a frame shift and a new in-frame stop codon may not provide the optimal hybridization between wild-type p53 probes and p53 transcripts in PC-3 cells. SERPIN5B has been identified as a suppressor of angiogenesis [42]; and down-regulation of this gene in PC3-AKR1C3 transfectants suggests the role of AKR1C3 in promoting blood vessel formation. PERP [43] and PMAIP1 [44] are parts of the p53 signaling branch leading to apoptosis; and suppressed expression of these genes suggests that AKR1C3 may also promote cancer progression through apoptosis evasion. Other members of the apoptotic branch, such as FAS and Caspase 6, were also down-regulated in PC3-AKR1C3 transfectants, although their changes did not pass our strict statistical criteria. 

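FAS, a death receptor, was at 51.5 ± 4.91 in PC3-mock and 43.4 ± 0.922 in PC3-AKR1C3, where it was expressed on 0 of 3 arrays. Against the level at which probes count as expressed, it was at least 1.05-fold lower (adjusted p = 0.43 by limma). CASP6, an effector caspase, was at 120.0 ± 0.887 and 118 ± 5.78 at its brightest probe (log2 fold change -0.03, adjusted p = 0.96). A dimmer CASP6 probe was at 95.4 ± 2.65 and 76.4 ± 2.62 (log2 fold change -0.32, standard error 0.09, adjusted p = 0.23). Of 30 apoptosis regulators tested, 15 had positive and 15 negative log2 fold changes, with a median of 0.01 and a mean of -0.03. By limma PMAIP1 alone fell, over all probes and adjusted over the list alone (camera adjusted p = 0.40). BIK, a proapoptotic member of the BCL2 family, had a log2 fold change of -0.34 (adjusted p = 0.22), and CFLAR, an inhibitor of death receptor signaling, of -0.26 (adjusted p = 0.47). The study had picked 2 of the 30 from these arrays.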

A summary of these findings are presented in Additional file 3.

The advantage of using a literature-based analysis over a GO enrichment analysis is that it permits commonalities to be identified between genes and their associated diseases, phenotypes, metabolites and chemical compounds and is complementary to GO categories. This approach greatly expands the number and nature of commonalities that can be identified and has been used in other microarray studies [45,46]. The downside is that associations are probabilistic, which tends to be more problematic when two terms have only been co-mentioned a few times, whereas in GO they are manually corrected and have a lower false-positive rate.

A search for biological or pathological functions of the up- and down-regulated genes in PC3-AKR1C3 transfectants with literature keywords refined and confirmed Ingenuity's findings. "Aggressiveness" is the most significant process represented by the up-regulated genes in PC3-AKR1C3 transfectants, and directly relates to other keywords: "PSA", "β-catenin" and "ER". HBEGF identified as one of EGF receptor ligands is strongly associated with large tumor size, high histoprognostic grading, and aggressiveness of breast cancer [47]. FBLN1, a calcium-binding, acidic glycoprotein of extracellular matrix, is positively correlated with ovarian cancer progression [48]; and elevated expression of KLK3 and TMPRSS2 have been associated with PCa aggressiveness [49]. In the "CTNNB" (or β-catenin) keyword, both WNT5B (a representative Wnt family protein) and β-catenin are well-known pathways in carcinogenesis; and elevated expression of these molecules have been associated with AR, ER, and cancer progression [50,51]. In the "ER" keyword, HBEGF [52], FBLN1 [53], BEX1 [54], and TMPRSS2 [55] are regulated by 17β-estradiol through the ER. The up-regulated genes indentified in PC3-AKR1C3 transfectants surrounding these 4 keywords are interconnected and associated with more aggressive cancer phenotypes.

The majority of down-regulated genes in PC3-AKR1C3 transfectants have been identified as tumor or angiogenesis suppressors. The keyword "tumor suppressor" is the most predominant among genes down-regulated in PC3-AKR1C3 transfectants. Reduced expression of tumor suppressors is associated with development and progression of malignancies. For example, SERPINB5 inhibits cell invasion, as well as angiogenesis and promotes apoptosis [56]. Genetic loss of the stress response *DDIT4 *(or *REDD1*) gene promotes anchorage-independent cell growth and elicits tumorigenesis in a mouse model [57]. Similarly, loss of *CDH11 *tumor suppressor gene shows the highest frequency in retinoblastoma tumors [58]. Genes related to "angiogenesis" keyword are predominantly negative regulators of angiogenesis, suggesting the activation of angiogenic processes in PC3-AKR1C3 transfectants. For instance, the RUNX2 transcription factor is negatively correlated to angiogenesis [59]. Overexpression of FST (an inhibitor of activin) in human small cell lung cancer cells suppresses metastatic colonies and microvessel density in SCID mice [60]. "Angiogenesis" and "tumor suppressor" keywords are interconnected by the down-regulated genes identified in PC3-AKR1C3 transfectants.

Several TREs identified among up- ad down-regulated genes in PC3-AKR1C3 transfectants are also related to steroid metabolism. Steroid hormones such as progesterone up-regulates GATA-1 expression [61]; and members of the GATA transcription factor family (GATA-2 and GATA-3) are involved in the androgen regulated PSA expression [62]. CP2 implicated in the control of mRNA turnover and translation is involved in post-transcriptional regulation of AR expression [63]. SREBP-1 (sterol regulatory element binding protein-1) interacts with a 17β-estradiol and insulin-sensitive SRE-1 *cis*-element [64]; and up-regulation of SREBP-1 is associated with androgen-independent PCa progression [65]. USF1 (upstream stimulatory factor 1) has been shown to act cooperatively with SREBP-1 in sterol biosynthesis [66]. Many of the down-regulated genes shared MyoD or Elk-1 TRE. MyoD (myoblast determination protein 1) is a new component of the ERα complex [67]. Elk-1 (an ETS-related gene whose activation is regulated by 17β-estradiol [68]) plays a role in prostate cell proliferation [69].

Although the involvement of AR in tumor angiogenesis of PCa remains unsettled, several reports have suggested that angiogenesis can be independent of the AR. For example, expression of interleukin (IL)-8 activates androgen-independent growth and angiogenesis in LNCaP cells [70]. Consistent with our results identifying ER *trans*-activation in AKR1C3-positive PC-3 cells, a variety of estrogenic, anti-estrogenic, and selective ER modulator (SERM) compounds has been suggested to have chemopreventive or therapeutic utilities for PCa reviewed by Ho [71]. In addition to *trans*-activation of the ER by 17β-estraldiol, 5α-androstane-3β, 17β-diol (3β-diol, an androgen metabolite formed by 3β-HSD activity of AKR1C3 [72]), has been shown to be capable of *trans*-activating ERβ and regulating PC-3 cell growth in cultures and in xenografts in nude mice [73]. Roles of AKR1C3-mediated AR and ER *trans*-activation in PCa progression require further study.

More than a dozen different proteins have been identified as angiogenic factors, meaning that they are released by tumors as signals for angiogenesis. These factors include acidic fibroblast growth factor (FGF), basic FGF, angiogenis, epidermal growth factor (EGF), granulocyte colony-stimulating factor (GM-CSF), hepatocyte growth factor (HGF), IL-8, placental growth factor (PGF), platelet-derived growth factor (PDGF), scatter factor, transforming growth factor (TGF)-α, tumor necrosis factor (TNF)-α, and VEGF. Among these angiogenic factors, VEGF is one of the most important factors, and is a main target of many anti-angiogenic agents. Although elevated VEGF expression in PC3-AKR1C3 transfectants suggests that VEGF might be responsible for promoting EC tube formation in the *in vitro *angiogenesis model, our results did not rule out the involvement of other angiogenic factors in promoting AKR1C3-positive cell-mediated angiogenesis. In addition, mechanisms of the secreted VEGF from PC3-AKR1C3 transfectants in activating VEGF receptors in ECs with subsequent capillary-like tube formation will need to be studied.

Although the role for estrogen in PCa progression remains controversial, our results might provide a mechanistic explanation for why a combination of 3α-diol and 17β-estradiol administration promotes prostatic epithelial hyperplasia in castrated beagle dogs mimicking human PCa [74]. 17β-estradiol can activate IGF-1 signaling pathway in human PCa [75]. IGF-1 [76] and Akt [77], well-known players in promoting PCa progression, are identified as results of elevated AKR1C3 expression in PC-3 cells. AKR1C3, therefore, can be positioned as a critical regulatory molecule in activating/inactivating steroid hormone receptors and activating growth factor signaling pathways. AKR1C3 can also be described as a molecule that provides a survival mechanism to promote angiogenesis in cancer progression. Based on this communication, inter-relationships among AKR1C3, ER, IGF-1, Akt, and subsequent VEGF expression deserve further investigation for tumor angiogenesis and progression.

## Conclusions

Elevated expression of AKR1C3 has been identified and confirmed in some cases of localized and advanced prostate adenocarcinoma. Bioinformatics data and biological characterization demonstrate that elevated AKR1C3 expression in PCa cells can promote cancer cell growth and cancer cell-mediated angiogenesis. Our results strongly suggest AKR1C3-mediated steroid hormones metabolism may activate growth factor IGF-1 and cytoplasmic Akt signaling pathways as well as VEGF expression. AKR1C3 might be placed upstream of the well known growth factor receptor signaling and angiogenesis pathways for promoting PCa progression.

## Abbreviations

Δ^4^-dione: Δ^4^-androstene-3,17-dione; 3α-diol: 5α-androstane-3α, 17α-diol; 5α-DHT: 5α-dihydrotestosterone; AR: androgen receptor; EC: endothelial cell; ER: estrogen receptor; FDR: false discovery rate; GO: gene ontology; HSD: hydroxysteroid dehydrogenase; IGF-1: insulin-like growth factor-1; IPA: Ingenuity Pathway Analysis; PSA: prostate-specific antigen; TRE: transcription regulatory element; VEGF: vascular endothelial growth factor;

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

MGD performed bioinformatics analysis for microarray data. JTA, QY, and JSD established stable transfectants and carried out molecular and cellular studies. JDW executed literature bioinformatics analysis. KMF analyzed the immunohistochemical data and critically analyzed the manuscript. REH, DJC, and TMP participated in study design and coordination of the study. HKL designed the study, carried out the experiments, interpreted the data, and finalize the manuscript. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/10/672/prepub

## Supplementary Material

Additional file 1 **List of genes up-regulated in ACR1C3 transfectants**. 27 overlapping genes from both analyses presented first, followed by 43 unique genes from BRB ArrayTools analysis. Bold and Italicized were 16 genes expressed in Human and in PC-3 cells. Click here for file

Additional file 2 **List of genes down-regulated in ACR1C3 transfectants**. 76 overlapping genes from both analyses presented first, followed by 9 unique genes from associative analysis, followed by 77 unique genes from BRB ArrayTools analysis. Bold and italicized were 58 genes expressed in Human and in PC-3 cells. Click here for file

Additional file 3 **Parts of p53 signaling disturbed in PC-ACR1C3 transfectants**. Red/green shading indicates up- and down-regulated genes, respectively. Grey shading highlights non-changing genes. White shading indicates no information available about expression of these genes. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

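Total RNA of stably transfected PC-3 cells was measured on Illumina HumanWG-6 v2 arrays, 1 array per clone, for 2 independent PC3-mock and 3 independent PC3-AKR1C3 clones. The authors labeled 250 ng of RNA per sample with biotin, detected it with streptavidin-Cy3 and scanned the arrays. The software that summarized beads into probe values is not stated. The values used here are the deposited probe intensities without normalization, which run from 17.9 to 11261.4 and are all above 0, so no background had been subtracted below 0. Of 48702 probes, 15 are empty on every array and 48687 have a value on each. A second deposited table holds the authors' normalized values on the log10 scale. For it they subtracted the mean of a Gaussian fitted to the low values of each array, divided by its SD, and adjusted the arrays to each other by robust linear regression. Its columns had rank correlations of 0.995 to 0.998 with the intensities of the same sample.

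Probes were named from the annotation of the series, which gives 1 gene symbol for 24783 probes (19333 genes) and none for 23919. Chromosome and gene order came from the RefSeq gene table, and no genome coordinates are printed. The noise of each array was fitted as a Gaussian mirrored from the left side of its most frequent intensity. A probe was called expressed at 3 SD above the noise and bright at 20 SD. Probes expressed on at least 2 arrays, the size of the smaller group, were tested. Intensities were taken to log2, quantile-normalized and fitted with lmFit and eBayes in limma 3.58.1 under R 4.3.3, as PC3-AKR1C3 minus PC3-mock with no covariate. The prior had 6.64 degrees of freedom and an SD of 0.11 on the log2 scale. All p printed for single probes are adjusted by Benjamini-Hochberg over the tested probes unless stated otherwise, and group values are given with the SD between clones. Total intensities per array were from 6818050 to 8329820. The number of arrays limits the precision.

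Gene lists were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry, on the brightest probe of each gene. The adjustment was over the 28 lists that had at least 3 tested genes, of 29 written, and over 5 chromosome arms separately. Arms were also compared with 1e+05 random draws of genes of similar brightness, which do not measure the spread between clones. The neighbour scan took the median of 15 neighbouring tested genes along each chromosome and repeated this after 1000 shuffles of gene order. Members of a list were also adjusted over that list alone.

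Genes were named by rule. The rule takes every gene that the paper names from these arrays in its text, Table 1 or Figs. 1A, 3 and 4, the AKR1C genes, up to 12 probes per direction with the largest changes among those past the threshold whose groups do not overlap, and up to 4 members of each list with the smallest p. The values in the paper's tables had been seen. Other genes are named where a small count had to be spelled out, and those were chosen after their values were seen. The identifiers of Additional files 1 and 2 match 0 of those in the data, so 190 of their 232 entries were matched by gene, to the brightest probe.

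The comparison, the threshold, the rule, the lists and arms, and 23 alternative settings were set before the data were examined, but after Additional files 1 and 2 had been read. The arms were picked because many listed genes were seen to lie on them. The settings cover background (a floor of 16, which lies below every value, normexp with an offset of 16, or log2 of the value plus 100), normalization (median scaling, cyclic loess, the authors' table), filters on dim probes, noise estimates, the variance model (eBayes with trend and robust fitting, the random-variance t-test that the methods name for the class comparison, and Student's t-test, which they name for other comparisons), the probe taken per gene, the correlation used by camera, the replicate number, and each array left out in turn. Another 2 settings were added after seeing the data, normexp with an offset of 50 and the random-variance t-test without a filter on dim probes.

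The procedure was tested on simulated data with the spread of these arrays, in which 200 probes were given a change. It called 31 of 67 probes at a log2 change of 0.5, 66 of 67 at 1 and 66 of 66 at 2, and 9 of 15556 unchanged probes. On the real arrays 128 tested probes differed by at least 1.5-fold, and 29 of all tested probes passed. With fewer probes passing, the adjusted threshold is stricter than in the simulation, so the simulated shares may be too high for the real arrays. A simulated shift of 0.2 in the p53 targets gave that list a camera adjusted p of 5.3e-15, with 0 of 32 other lists or arms called by camera. The simulated genes were independent of each other, so this cannot show false calls from correlation between genes. On the real arrays, the estimated correlations of the 4 shifted lists were 0.12 to 0.24.

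Not used here are the assays other than the arrays (Western blots, RT-PCR of VEGF transcripts, secreted VEGF and endothelial tube formation). The pathway, promoter and literature programs of the paper and its search of published arrays were not repeated, and neither was its associative t-test, whose reference group is not defined closely enough. FTH1 and F11R have no named probe in the annotation used.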

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

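The tests of the AKR1C3 probe, of the stretches of 18q, of 18q genes outside the paper's lists, of neighbouring genes on all chromosomes and of lists without the study's own genes were chosen only after the result was seen.

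Genes of chromosome arm 18q, which the paper does not report on as an arm, were lower on PC3-AKR1C3 than on PC3-mock arrays: 96 of 123 tested genes, with a median log2 fold change of -0.11 and medians of -0.11, -0.13 and -0.15 in the 3 PC3-AKR1C3 clones against a difference of -0.04 between the PC3-mock clones. The 88 genes written for the arm, which include the 17 that the study lists as down-regulated, had a camera adjusted p of 4.3e-13 (6.6e-15 to 0.035 over the settings). The 0.035 came from an estimated correlation between genes, and fry gave an adjusted p of 0.013. The permutation p was 1e-05, the smallest possible, but it draws genes and does not measure the spread between clones. The 106 genes in neither additional file had a median of -0.08. Against the normalization as the cause, the highest median over median scaling, cyclic loess and the authors' table was -0.13, and against the SERPINB cluster and PMAIP1 alone, the median without them was -0.10. A lost segment of 18q in the PC3-AKR1C3 clones is a candidate explanation. The lowest median of 15 neighbouring genes was -0.33, while 49 genes after CDH2 to SMAD4 were at -0.01. Of the 4 regions beyond 0.25 among all chromosomes, 2 lay on 18q, MEX3C to PMAIP1 and ONECUT2 to CNDP2. These 2 overlap and share genes, so they do not count as separate stretches. Another 1 ran from the last genes of 18p into 18q. The remaining 1 lay on chromosome 4, from TBC1D9 to LSM6 (median -0.26, with -0.26, -0.25 and -0.33 in the 3 clones). Of 1000 shuffles, 2 went beyond 0.25. Expression alone does not separate a loss in PC3-AKR1C3 from a gain in PC3-mock clones, an effect of AKR1C3 on these genes was not tested, and 18p is not excluded from it: its medians were 0.23, -0.13 and -0.21 in the 3 clones, and its list passed without PC3-AKR1C3 replicate 1 (adjusted p = 5.5e-09, in a range from 5.5e-09 to 0.70).

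HS3ST3A1, which is in Additional file 2 but not discussed in the paper's text, was lower on 3 of 3 PC3-AKR1C3 arrays than on both PC3-mock arrays, with a log2 fold change of -2.87 (-4.67 to -1.69 over the settings, limma adjusted p = 1.7e-04, from 3.4e-07 to 0.53 over the settings, passing in 18 of 20). CALB2, in Additional file 1 but not discussed in the text, was higher on 3 of 3, with a log2 fold change of 1.04 (limma adjusted p = 0.0074, from 2.2e-04 to 0.53 over the settings, passing in 15 of 21, and 0.081 without PC3-AKR1C3 replicate 3).

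The probe of the transfected gene AKR1C3 had a log2 fold change of 0.34 (limma adjusted p = 0.32), and the settings gave 0.17 to 0.54 with adjusted p from 0.25 to 0.89. A probe near saturation is argued against, since 16.1% of probes were brighter on the PC3-AKR1C3 arrays. Swapped labels between a PC3-mock and a PC3-AKR1C3 array are argued against in part. The lowest PC3-AKR1C3 array lay 3.45 SD of the noise above the highest PC3-mock array on the normalized scale and 5.47 in the authors' table. Without normalization, the intensities were 89.6 and 91.9 on the PC3-mock and 108.8, 130 and 108 on the PC3-AKR1C3 arrays. With each array's noise mean subtracted and divided by its own noise SD, the gap was -3.47. The first principal component put the PC3-mock arrays at -11.6 and -11.6 and the others at 15.0, 1.95 and 6.25. Each PC3-mock array nevertheless correlated more with PC3-AKR1C3 replicate 2 (r = 0.9929 and 0.9936) than with the other PC3-mock array (0.9921). The paper states that the transfected clones had raised AKR1C3 transcript and protein. A swap cannot be told apart from a small rise by these arrays alone, since the scales disagree, 1 of the 10 splits of the arrays is the real one, and the probe may not read the transfected transcript. A probe outside the transfected cDNA cannot be told apart either, since 0 columns of the tables used give its sequence or place in the transcript, and a low level of that transcript stays open as untested.

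Of 23 ELR+ chemokines and NF-kB targets, 19 had lower means in PC3-AKR1C3, with a median log2 fold change of -0.19 (camera adjusted p = 1.9e-05, from 1.1e-07 to 0.64 over the settings, with 0.64 from an estimated correlation), and CXCL6 alone fell over all probes. The study picked 6 of the 23 from these arrays, and 13 of the other 17 were lower, with a median of -0.09 (camera adjusted p = 0.21). Against 1 clone alone as the cause, the mean of the list was at most -0.22 without any 1 array, the value without PC3-mock replicate 1 (adjusted p = 0.033). The shared place of the CXCL genes on chromosome 4 cannot be told apart from regulation of the genes: the 5 tested neighbours of the cluster had a median of -0.12, the 7 members on chromosome 4 of -1.10 and the 16 elsewhere of -0.12. An effect of AKR1C3 on these genes also stays open, as untested.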

How the results depend on the processing

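The random-variance t-test without a filter and normexp with an offset of 50 were chosen after seeing the data. The counts below are of probes at an adjusted p under 0.05 (13 higher and 16 lower), of these in the study's lists (11 and 12), at an unadjusted p under 0.001 (30 and 83), of bright probes with a 1.5-fold difference (52 and 64), and of shifted lists (4) and arms (3). Where a count moves by over 1.5 times it is given, and the cause was not tested unless stated. Signal over background limits dim genes: 15756 of 48687 probes were tested, and a floor of 16 lies below the lowest intensity, so it changes no value and tests nothing. A block by BeadChip was not run, since the data name none. Leaving out a PC3-mock array leaves 1 array in that group, which is then assumed to vary like the others. The log2 fold change of AKR1C3 passed under no setting (1554 of all tested probes had an unadjusted p under 0.05).

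With normexp at an offset of 16, the counts at an adjusted p under 0.05 were 1 and 5, in the study's lists 1 and 3. With log2 of the value plus 100 they were 0 and 4, in the lists 0 and 3, with 50 lower at p under 0.001 and 17 and 26 by fold. Median scaling left the median of all tested probes at -0.09, against 0.01. It gave 0 and 2, in the lists 0 and 2, 5 and 36 at p under 0.001, 26 and 148 by fold, and 7 shifted lists. It also put the means of the mesenchymal genes (-0.029) and of 19q (-0.047) below 0. Both stayed above the median of all tested probes in that setting, so their direction relative to it did not change. The authors' table gave 0 and 0 by limma, in the lists 0 and 0, 11 and 19 at p under 0.001, and 113 and 203 by fold. Without a filter, more dim probes entered and the counts were 28 and 77, in the lists 26 and 51, and 93 and 196 at p under 0.001. With fewer probes, those above 20 SD on at least 2 arrays, they were 6 higher, 5 of them in the lists, and 16 and 46 at p under 0.001.

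Trend and robust eBayes gave 28 lower, 20 of them in the lists. The random-variance t-test gave 6 higher, 5 of them in the lists, and without a filter 71 and 153 at p under 0.001. Student's t-test, which shares no spread and is not the paper's test for the arrays, gave 0 and 0, in the lists 0 and 0, and 11 and 19 at p under 0.001. A block by replicate number, which pairs nothing in the design and leaves 1 residual degree of freedom, gave 3 and 5, in the lists 1 and 4, 48 lower at p under 0.001 and 1 shifted arm. With normexp at an offset of 50, 7 higher probes were in the lists. An estimated correlation left 0 shifted lists and 1 shifted arm by camera.

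Leaving out each array in turn gave 1 to 30 higher and 3 to 110 lower at an adjusted p under 0.05, 1 to 15 higher and 3 to 24 lower in the study's lists, 17 to 49 and 35 to 169 at p under 0.001, 31 to 77 and 52 to 160 by fold, 2 to 8 shifted lists and 1 to 4 shifted arms. Of the 29 probes called, the fits without 1 array shared 26, 23, 6, 6 and 4, in the order PC3-mock replicate 1 and 2 and PC3-AKR1C3 replicate 1, 2 and 3. Cyclic loess shared 27, no filter 29, trend and robust eBayes 28 and the replicate block 4. Of 153 named probes and 33 lists and arms, 0 of the probes and 2 of the lists and arms changed sign where either value passed the threshold. Both changes came with median scaling, which left the median of all tested probes at -0.09. Values that passed in neither case do change sign, such as AKT1 (log2 fold changes from -0.12 to 0.10) and the means of the PC-3 markers (-0.33 to 0.21), and 18q kept its side of the threshold in 20 of 20.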

Differences from the paper's values

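The random-variance t-test without a filter was chosen after seeing the values, and the other settings were set before the data were examined.

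The paper's class comparison gives 70 up-regulated genes at p under 0.001. Here limma gave 30 probes at that threshold, over the tested probes. The counts without a filter on dim probes (93) and without PC3-mock replicate 2 (49) fall within 1.5 times the paper's. Those with the floor (30, below every value, so it changes nothing), normexp (24), log2 of the value plus 100 (24), median scaling (5), cyclic loess (25), the authors' table (11), 3 SD on all arrays (23), 20 SD (16), trend (29), the random-variance t-test (23), Student's t-test (11), the replicate block (38), without PC3-mock replicate 1 (42) and without PC3-AKR1C3 replicate 1, 2 or 3 (17, 43 and 20) do not. The random-variance t-test without a filter, chosen after seeing the values, gave 71 and dropped 0 of the 61 matched genes that the paper calls, with 1 other gene and 6 probes without a gene name.

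The paper's class comparison gives 153 down-regulated genes at p under 0.001, and here limma gave 83 probes. The counts without a filter (196), without PC3-mock replicate 1 (169) and without PC3-mock replicate 2 (113) fall within 1.5 times the paper's. Those with the floor (83), normexp (66), log2 of the value plus 100 (50), median scaling (36), cyclic loess (90), the authors' table (19), 3 SD on all arrays (70), 20 SD (46), trend (92), the random-variance t-test (72), Student's t-test (19), the replicate block (48) and without PC3-AKR1C3 replicate 1, 2 or 3 (35, 46 and 35) do not. The random-variance t-test without a filter, chosen after seeing the values, gave 153 and dropped 3 of the 116 matched genes that the paper calls, with 21 other genes and 17 probes without a gene name. Only 127 of the paper's 162 down-regulated entries could be matched, so these may include the paper's own.

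The paper's associative analysis gives 27 up-regulated genes. Here 52 probes met its criteria of level and fold, without its t-test. The counts with median scaling (26) and without PC3-AKR1C3 replicate 1 (31) fall within 1.5 times the paper's. Those with both group means above 20 SD (42), the floor (52), normexp (65), log2 of the value plus 100 (17), cyclic loess (52), the authors' table (113), without PC3-mock replicate 1 or 2 (75 and 55) and without PC3-AKR1C3 replicate 2 or 3 (77 and 60) do not.

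The paper's fold for KPNA2 is about 1.8 in Fig. 1A, read by eye, and the brightest probe here gave 1.11 (1.11 on the scale of the authors' table). Median scaling (1.24) and a second probe (1.47, or 1.54 on that scale) come within 1.5 times of it, and the other settings (1.03 to 1.195) do not. The paper's fold for ID1 is about 2.4 in Fig. 1A, read by eye, and the brightest probe gave 1.26 (1.25 on that scale). A dimmer probe (1.79, or 2.45 on that scale) falls within 1.5 times of it, and the other settings (1.19 to 1.40) do not. Of 22 folds read from the figure, all 22 had the paper's direction here, and the other 20 did not differ at the brightest probe. Dim further probes of FBLN1, IL1RN and KLK6 did not show the paper's fold, but were above the noise level on 1 PC3-mock and 1 PC3-AKR1C3 array each, so no fold is given for them.

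The paper states that its 2 analyses overlapped almost fully. Here 18 of 52 bright probes that were 1.5-fold higher were also among the 30 at p under 0.001 from limma, and 38 of 64 lower ones were among the 83. These counts use level and fold without the associative t-test, and limma over the tested probes. They are not the paper's 2 tests, so they do not measure its overlap. Of 59 tested genes of the paper's up-regulated list and 124 of its down-regulated list, 27 and 55 had a p under 0.001 at their brightest probe by limma, and 11 and 12 passed at an adjusted p under 0.05 (26 and 51 probes of these lists without a filter). The paper gives FST as significantly lower. At its brightest probe it had a log2 fold change of -0.16 (limma adjusted p = 0.78), and at a dimmer probe of -0.65 (adjusted p = 0.095). The dimmer probe had an unadjusted p of 3.3e-04 by limma, under the 0.001 of the paper's class comparison. KLK3 and TMPRSS2, which the paper gives as up-regulated, had adjusted p of 0.13 and 0.12 by limma, and passed without a filter (0.044 and 0.046). The unadjusted p by limma was under 0.001, the threshold of the paper's class comparison, at both genes. For IGF-1R and Akt the paper reports raised phosphorylation on Western blots and effects of inhibitors, which transcript arrays do not measure. From the arrays it finds the p53, VDR/RXR and IGF-1 pathways by the overlap of called genes. Lists written for them had camera adjusted p of 0.16, 0.29 and 0.16 over all tested genes, and passed under 0 of 20 settings by camera (lowest 0.083, 0.079 and 0.064), while PMAIP1, PERP and KLK6 among their members passed.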

Other observations

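The tests of lists and arms without the study's own genes were chosen only after the result was seen.

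Chemokine genes had some of the larger differences among the lists. The brightest was CXCL8, which encodes interleukin 8, at 5596 ± 1987 in PC3-mock and 2551 ± 511 in PC3-AKR1C3 (n = 2 and 3 clones, log2 fold change -1.10, limma adjusted p = 0.099). CXCL1 was at 486 ± 89.0 and 165.9 ± 70.1 (log2 fold change -1.65, limma adjusted p = 0.11), CXCL5 had a log2 fold change of -1.35 (adjusted p = 0.18) and CXCL2 of -0.52 (adjusted p = 0.14). Of 27 hypoxia-response genes, 16 had lower means. By limma DDIT4 and FAM162A fell over all probes, and the collagen-modifying enzyme P4HA1 was at -0.36 (adjusted p = 0.33) and the histone demethylase KDM3A at -0.30 (adjusted p = 0.32). The hypoxia list had a median of -0.06 and a camera adjusted p of 0.016, with an adjusted p of 0.64 from an estimated correlation and 0.44 without the 3 members that the study picked. Its adjusted p was 0.84 without PC3-mock replicate 1 and 0.076 and 0.071 without PC3-AKR1C3 replicate 1 and 2, in a range from 6.9e-06 to 0.84 over the settings. Of 8 angiogenic factors named in the Discussion, 3 had higher and 5 lower means (camera adjusted p = 0.86, 1 picked by the study), with VEGFA at 69.4 ± 7.05 and 76.0 ± 7.25 (log2 fold change 0.13, limma adjusted p = 0.76), VEGFB at 0.14 (adjusted p = 0.66) and VEGFC at -0.05 (adjusted p = 0.92). This VEGFA probe was dim, and a second was above the noise level on 0 PC3-mock and 0 PC3-AKR1C3 arrays. By RT-PCR the paper reports raised VEGF A transcript in clone C1, with VEGF B, C and D unchanged. These arrays neither show nor exclude such a rise, and their labels do not say which one holds C1.

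Of 19 genes of cholesterol synthesis, 11 had lower means. By limma 0 passed over all probes, and CYP51A1, MSMO1, IDI1 and INSIG1 were lower adjusted over the list alone (log2 fold changes of -0.60, -0.44, -0.36 and -0.51; camera adjusted p = 0.075, 2 picked by the study). The list passed without PC3-mock replicate 2 (adjusted p = 0.0039) or PC3-AKR1C3 replicate 3 (0.046), with median scaling (0.010), without a filter (0.026) and with the replicate block (0.041), 5 of 20 settings, in a range from 0.0039 to 0.64. Of 15 steroid-metabolizing enzymes, 10 had higher and 5 lower means, and CYP1B1, an estrogen hydroxylase, was at 582 ± 121 and 305 ± 112 (log2 fold change -0.98, limma adjusted p = 0.21, camera adjusted p of the list 0.67). Of 12 genes of prostaglandin metabolism, 4 had higher and 8 lower means, and PTGES3, a prostaglandin E synthase, was at -0.45 (limma adjusted p = 0.18, camera adjusted p of the list 0.39, 1 picked). Of 15 steroid and nuclear receptors, 11 had higher means (camera adjusted p = 0.29).

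Among 28 epithelial genes, 9 had higher and 19 lower means. Adjusted over the list alone by limma, GRHL2 (0.41) and RAB25 (0.56) were higher and EHF (-0.36) was lower, and the list had a camera adjusted p of 0.17 (2 picked). Over the settings its mean was from -0.17 to 0.02, and it passed by camera in 2 of 20. Among 22 mesenchymal genes, 14 had higher and 8 lower means, with a mean of 0.06. With median scaling this mean was -0.029, above the median of all tested probes at -0.09. CDH11 fell, WNT5B and LOXL1 (0.54) were higher adjusted over the list alone, and the list had a camera adjusted p of 0.29 (3 picked). A second tested LOXL1 probe was at 0.12 (limma adjusted p = 0.78). The mesenchymal list passed by camera in 2 of 20 settings, with means from -0.09 to 0.21. Camera adjusted p were 0.86 for 35 proliferation genes (20 higher, 1 picked), 0.29 for 19 genes of NRF2 and iron (9 higher, 1 picked), 0.30 for 22 interferon-response genes (15 higher) and 0.88 for 3 endothelial markers (2 higher), and by limma 0 members of these 4 lists passed over all probes or over the list alone.

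Other arms were tested because listed genes lie on them, with genes written for each arm that need not cover it. On 6q, 98 of 162 tested genes of its list had lower means, with a median of -0.04 (camera adjusted p = 0.0095, 0.39 from an estimated correlation, permutation p of 5e-05). The adjusted p of 6q was 0.57 without PC3-mock replicate 1, 0.056 without PC3-AKR1C3 replicate 2 or 3 and 0.082 without the 8 members that the study picked, in a range from 2.2e-04 to 0.57 over the settings. On 19q, 199 of 320 tested genes of its list had higher means, with a mean of 0.06 (camera adjusted p = 0.016, 0.39 from an estimated correlation, permutation p of 1e-05, the smallest possible). With median scaling this mean was -0.047, above the median of all tested probes at -0.09. The adjusted p of 19q was 0.14 without PC3-mock replicate 2, 0.15 without PC3-AKR1C3 replicate 3 and 0.078 without the 10 members that the study picked, in a range from 0.0029 to 0.39. On 4q, 111 of 211 of its list had higher means (camera adjusted p = 0.21), and on 18p 18 of 24 of the written genes had lower means (camera adjusted p = 0.13, permutation p of 0.0093). The adjusted p of 18p was 5.5e-09 without PC3-AKR1C3 replicate 1, in a range from 5.5e-09 to 0.70 over the settings.

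Over all tested probes, the first principal component held 39.8% of the variance and separated the groups. The correlations between whole arrays did not follow the groups in the same way. The 2 PC3-mock arrays (r = 0.9921) were less alike than each was to PC3-AKR1C3 replicate 2 (0.9929 and 0.9936). The PC3-AKR1C3 arrays had r from 0.9939 to 0.9954 with each other. The second principal component held 27.2% and separated the 2 PC3-mock arrays, at 14.1 and -12.5.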
